# Comparative evaluation of linear and exponential amplification techniques for expression profiling at the single-cell level

**DOI:** 10.1186/gb-2006-7-3-r18

**Published:** 2006-03-07

**Authors:** Tatiana Subkhankulova, Frederick J Livesey

## Abstract

**Background:**

Single-cell microarray expression profiling requires 10^8^-10^9^-fold amplification of the picogram amounts of total RNA typically found in eukaryotic cells. Several methods for RNA amplification are in general use, but little consideration has been given to the comparative analysis of those methods in terms of the overall validity of the data generated when amplifying from single-cell amounts of RNA, rather than their empirical performance in single studies.

**Results:**

We tested the performance of three methods for amplifying single-cell amounts of RNA under ideal conditions: T7-based *in vitro *transcription; switching mechanism at 5' end of RNA template (SMART) PCR amplification; and global PCR amplification. All methods introduced amplification-dependent noise when mRNA was amplified 10^8^-fold, compared with data from unamplified cDNA. PCR-amplified cDNA demonstrated the smallest number of differences between two parallel replicate samples and the best correlation between independent amplifications from the same cell type, with SMART outperforming global PCR amplification. SMART had the highest true-positive rate and the lowest false-positive rate when comparing expression between two different cell types, but had the lowest absolute discovery rate of all three methods. Direct comparison of the performance of SMART and global PCR amplification on single-cell amounts of total RNA and on single neural stem cells confirmed these findings.

**Conclusion:**

Under the conditions tested, PCR amplification was more reliable than linear amplification for detecting true expression differences between samples. SMART amplification had a higher true-positive rate than global amplification, but at the expense of a considerably lower absolute discovery rate and a systematic compression of observed expression ratios.

## Abstract 2

Comparison of the performance of three methods for amplifying single-cell amounts of RNA for use in expression profiling shows that PCT amplification is more reliable than linear amplification.

## Background

Whole-genome expression profiling has many applications in areas of research where acquisition of small, highly specific tissue or cell samples is required for accurate expression analysis, such as oncology, neuroscience and development biology [1,2]. The application of array technology or sequencing-based expression profiling technologies, such as SAGE [3], to single cells, however, requires either a considerable increase in the sensitivity of those assays or the amplification of the input RNA [4]. Amplification of the starting RNA population is in common use to generate labeled microarray targets from limiting amounts of RNA. Commonly used amplification techniques are based on two different approaches: linear isothermal amplification by *in vitro *transcription (IVT) of the cDNA population into labeled complementary RNA (cRNA), typically using T7 RNA polymerase [5,6], and PCR amplification of the entire population of cDNA following reverse transcription [7-9].

The most commonly used mechanism for linear isothermal RNA amplification is based on T7 RNA polymerase-mediated IVT [6]. Several protocols based on this technique have been developed and used for microarray analysis [10-12]. Linear isothermal RNA amplification can increase the starting amounts of mRNA up to 1,000-fold in one round, while second or possibly third rounds of amplification are possible [6,13]. Amplified RNA (aRNA) samples have been shown to generate reproducible microarray data when compared with non-amplified mRNA and closely approximate original samples [13-15]. It has been found, however, that the resulting microarray data can vary depending on details of the amplification protocol, including the amount of starting material [13], whether antisense or sense RNA is produced [16], and the number of rounds of amplification performed. In addition, time-dependent RNA degradation during IVT can introduce noise to the resulting microarray data [17].

Several PCR-based methods of RNA amplification have been developed as an alternative to linear IVT-based techniques. These include global PCR amplification following polyadenylation, which we shall call global amplification (GA) [18], 3' end amplification (TPEA) [9] and strand-switching-mediated reverse transcription amplification, commonly known as switching mechanism at 5' end of RNA template (SMART) [19,20]. PCR has a number of potential advantages over linear isothermal amplification: it is faster, more cost effective, with an almost unlimited degree of amplification [18,21,22]. The disadvantage of relatively simple PCR-based exponential amplification is a general assumption that it introduces unacceptable biases to microarray data.

A key development in single-cell PCR amplification was the introduction of a strategy to normalize the size distribution of the resulting cDNA fragments such that the range of cDNA lengths falls between several hundred and a thousand bases [7,8]. This was achieved by restricting the initial reverse transcription to the most 3' sequence by limiting deoxyribonucleotide concentrations and the time of reaction [18]. Global cDNA amplification with this method enables amplification of picograms of mRNA with preservation of relative abundance of cDNAs through amplification as high as 10^11^-fold under ideal conditions [18].

Previously we found that SMART-amplified cDNA results in a systematic underestimation of the magnitude of gene-expression differences between samples when amplifying microgram amounts of total RNA [23]. Subsequent work has also found that SMART cDNA generates reproducible data while introducing systematic changes in gene-expression ratios compared to those observed from unamplified material [21,22,24]. The performance of SMART in amplifying single-cell amounts of RNA has not been investigated, however, nor has it been compared to other methods for single-cell RNA amplification.

To date, little consideration has been given to direct comparison of existing methods of mRNA amplification in side-by-side experiments, particularly within the same range of amplification. In this study we investigated whether linear and exponential techniques for amplifying single-cell equivalents of total RNA introduce biases to microarray data, the nature of those biases and the levels of noise for each particular amplification method. Our goal was to define which technique is more acceptable for picogram-level expression profiling.

To do so, we analyzed the reproducibility of each method, in terms of the errors each method introduced into the amplified cDNA population, and how each method performed in identifying truly differentially expressed genes while minimizing the rate of false positives in the resulting datasets. To estimate this, we compared data generated using each method with data generated from unamplified RNA from the same sources. The three methods we studied were T7-based *in vitro *amplification (IVTIII), and two PCR-based methods, SMART and GA.

Overall, we found that under the conditions tested of amplifying picogram quantities of total RNA, PCR amplification outperformed IVT in several key areas. The two PCR-based methods were found to have complementary advantages: SMART had a high true-discovery rate but a low absolute number of differentially expressed genes, whereas GA identified the largest number of true positives at the expense of a considerably higher false-positive rate. An analysis of the performance of the two PCR-based methods in generating data from single-cell equivalents of total RNA and from single mammalian neural stem cells confirmed those findings.

## Results

### Experimental design and yields of amplified DNA/cRNA

The objective of this study was to compare amplification techniques and choose the most reliable method for single-cell expression profiling. Therefore, all methods were tested using single-cell amounts of total RNA. It has been estimated that a single cell contains approximately 0.1 pg of mRNA or 10 pg of total RNA. This amount would need to be amplified 10^8^-10^9^-fold to generate enough DNA/RNA targets for hybridization on two-color microarrays. Dilution of a complex population of total RNA down to low concentrations can, however, cause a sampling effect, resulting in random representation of different species of mRNA in each aliquot.

To minimize this source of error we took a relatively high amount, 10 ng of total RNA, for the initial reverse transcription reaction for each of the PCR amplification methods assessed: GA [7,8] standard SMART [25] and modified SMART (SM37) One-fifth of the reversed transcribed cDNA was used for the initial ten cycles of PCR amplification for both SMART and GA, after which 1/200 of that PCR product was used for a further 28 cycles of PCR amplification.

Similarly, 10 ng of total test RNA were taken for the first round of T7-based linear amplification, 1/10 of the first-round amplified cRNA was used for the second round of amplification and 1/100 of the second round amplified cRNA was used for the third round of amplification. Typically 15-20 mg of amplified cDNA and 25-50 mg of cRNA from the third round were obtained from these procedures. Both amplified cDNA and cRNA were indirectly labeled with Cy3/Cy5 dyes, as was unamplified cDNA. Labeled samples were combined and co-hybridized on oligonucleotide microarrays using the scheme shown (Figure 1). This scheme was designed to identify several potential sources of error in the microarray analysis of amplified cDNA, including platform-dependent errors (hybridization-dependent errors) and systematic biases introduced by each amplification method.

### Indirect labeling of cDNA or cRNA with Cy3 or Cy5 did not introduce a bias to microarray data

To estimate the contribution of labeling to microarray data noise, we performed a set of self-self hybridizations (Figure 1): both unamplified or amplified aminoallyl-labeled DNA/cRNA were divided into two parts and each was coupled with either Cy3 or Cy5 NHS-esters followed by co-hybridization on the same slide.

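Self-self hybridizations were available for 3 targets of OV, a mouse ovarian surface epithelium cell line, with 1 array each: unamplified cDNA made from 100 μg of total RNA, and GA cDNA and IVTIII cRNA amplified from 10 ng. With the same target in both channels, the log2 ratio of every gene should lie near 0. Genes of ribosomal proteins, the core of the translation machinery and among the most abundant transcripts of a cell, had log2 ratios with an SD over genes of 0.210 in unamplified cDNA (59 genes measured), 0.102 in GA (58 genes) and 0.124 in IVTIII (54 genes). For the 20 genes with the largest ratios between OV and 3T3 cells in unamplified cDNA, which include the mesothelial transcription factor Wt1 and the decorin gene Dcn, the SD was 0.114 (16 genes), 0.126 (18 genes) and 0.0919 (6 genes). The deposited values, read as log2 ratios of Cy5 to Cy3 signal, were background-subtracted and normalized by print-tip lowess by the authors. Of 21766 probes left after 231 control probes were set aside, 12769 had a value for unamplified cDNA, 16255 for GA and 3276 for IVTIII. The files do not give the reason why the other probes have none. CR was calculated as 2 SD of the log2 ratios over all probes with a value.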

In microarray analysis, data are frequently represented by the MA plot [26]. This data representation plots gene-expression log ratios, log_2_(*R*/*G*) or *M *values, against the log mean intensities, *log*_2_ or *A *values, where *R *and *G *represent the Cy3 and Cy5 intensities for a given spot. If we assume that *d*_1 _= log_2_*R *and *d*_2 _= log_2_*G*, then

*M *= log_2_ = *d*_1 _- *d*_2_

*A *= log_2_ = 1/2log_2 _(*R·G*) = 1/2(*d*_1 _+ *d*_2_)

Thus, an MA plot for two technical replicates is the same as the Bland-Altman plot for two measurements [27]: the *x *axis shows the mean of the results of the two measurements ([*d*_1 _+ *d*_2_]/2), whereas the *y *axis represents the absolute difference between the measurements ([*d*_1 _- *d*_2_]). The Bland-Altman plot may also be used to assess the repeatability of a method by comparing repeated measurements using one single method on a series of subjects. The coefficient of repeatability (CR) can be calculated as 1.96 (or 2) times the standard deviations of the differences between the two measurements (*d*_2 _and *d*_1_) [27].

Thus, if two technical replicates generated by any amplification method are co-hybridized on the same microarray slide, the MA plot is a measure of the repeatability of the method and the coefficient of repeatability can be calculated as two standard deviations of *M *values. A typical MA plot for self-self hybridized targets is shown (Figure 2). Most genes should not be found to be differentially expressed in this comparison, and, as predicted, the majority of points are in a cloud around *M *= 0.

Regardless of the type of amplification, CR values for same versus same hybridizations were low, and considerably smaller than if two independent replicate samples or two different samples were co-hybridized (Table 1). In addition, there was no correlation for paired dye-swap self-self hybridizations (Pearson's correlation coefficients were 0.005-0.2) as well as no outliers selected by an empirical Bayesian method with threshold at likelihood of expression difference (LOD) score of zero or higher (Figure 2). Therefore, the levels of noise introduced by the labeling procedure were relatively low and are unlikely to occur because of dye bias.

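Markers of ovarian surface epithelium and mesothelium kept small ratios when OV was hybridized against itself. Of this list, 22 genes were measured in unamplified cDNA, 23 in GA and 13 in IVTIII, and none had a ratio of over 2-fold. The largest log2 ratios in the list were 0.31 for the homeobox gene Hoxa9 in unamplified cDNA, -0.45 for Rspo1, a secreted activator of Wnt signaling, in GA and 0.25 for Wt1 in IVTIII. Genes of fibroblasts and extracellular matrix, listed before the data were examined, reached -0.65 for the collagen gene Col1a1 in unamplified cDNA (53 genes), -0.50 for Fap in GA (61 genes) and 0.25 for Snai2 in IVTIII (17 genes). Over all probes CR was 0.280 for unamplified cDNA, 0.286 for GA and 0.269 for IVTIII. A ratio of over 2-fold was found for 7 probes in unamplified cDNA, 14 in GA and 0 in IVTIII. With 1 array per target, an exact permutation test against the replicate hybridizations cannot reach a p under 0.05.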

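Individual genes with large self-self ratios differed between the 3 targets. The largest log2 ratio was -3.15 for Dnase2b, a deoxyribonuclease gene, in unamplified cDNA, -1.68 for the mismatch repair gene Pms2 in GA and -0.93 for Atp6v1a, a subunit of the vacuolar proton pump, in IVTIII. These genes were chosen after their values were seen. Cell cycle genes had an SD of 0.132 in unamplified cDNA (58 genes), 0.136 in GA (56 genes) and 0.234 in IVTIII (15 genes). Across probes, the correlation between self-self arrays was r = 0.073 for IVTIII and GA, 0.029 for IVTIII and unamplified cDNA and 0.036 for GA and unamplified cDNA. The dye effect of a probe is the part of its ratio that stays with the dye when dyes are swapped. GA self-self ratios correlated with it at r = 0.568 for SMART cell line arrays, 0.534 for SMART replicas and 0.364 for GA cell line arrays. For the other sets r was from -0.059 to 0.302. The highest such r was 0.249 for the IVTIII self-self array and 0.091 for that of unamplified cDNA. A dye effect in PCR-amplified targets therefore stays open. Probes are not independent replicates. No pair of dye-swapped self-self arrays of 1 target was available, so neither a correlation within such a pair nor a test for outliers could be computed. From low CR values, the absence of correlation and the absence of outliers, the paper concludes that labeling noise was relatively low and unlikely to come from dye bias.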

### All methods of RNA amplification introduce errors to microarray data

One approach to testing the reproducibility of an amplification technique is to estimate the levels of variation in expression levels between independently amplified samples. If variation is low, then the amplification technique produces similar products and the reproducibility of amplification is inferred to be high. To minimize the levels of noise, we hybridized on the same slide pairs of technical replicates synthesized from ovarian cell line total RNA by each amplification method or by reverse transcription (unamplified cDNA; Figure 3). 

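Technical replicates compared OV RNA with OV RNA, so that any gene that differs does so through reverse transcription, amplification, labeling or hybridization. For IVTIII, GA, SMART and SM37 there were 2 arrays each, with the dyes swapped between them, and for unamplified cDNA there was 1 array. Each amplified replica started from 10 ng of total RNA. The 20 genes with the largest ratios between the cell lines had log2 ratios between replicas with an SD over genes of 0.0904 in unamplified cDNA (17 genes measured), 0.258 in IVTIII (9 genes), 0.302 in GA (19 genes), 0.181 in SMART (14 genes) and 0.355 in SM37 (3 genes). The largest of these ratios were -0.18 for Emp1 in unamplified cDNA, 0.65 for the transcription factor Klf4 in IVTIII, 0.66 for Selenop, a secreted selenium carrier, in GA, and 0.47 and -0.41 for Gstp1, a glutathione transferase, in SMART and SM37. Ratios were turned to replica 1 over replica 2 on every array and averaged over both arrays. A value on both arrays was required, which left 7139 probes for IVTIII, 9708 for GA, 9443 for SMART and 2783 for SM37, against 16997 probes on the array of unamplified cDNA.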

The data shown represent the average data from two replicate dye-swap hybridizations.

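Ribosomal protein genes had an SD of the log2 ratio between replicas of 0.154 in unamplified cDNA (60 genes), 0.231 in IVTIII (55 genes), 0.268 in GA (57 genes), 0.111 in SMART (59 genes) and 0.315 in SM37 (50 genes). Cell cycle genes, a list of kinases, cyclins and replication factors, had an SD of 0.105 in unamplified cDNA (62 genes), 0.303 in IVTIII (40 genes), 0.209 in GA (43 genes), 0.160 in SMART (46 genes) and 0.331 in SM37 (12 genes). Over all probes, CR of single arrays was 0.261 for the array of unamplified cDNA, 0.647 ± 0.0155 (SD, n = 2 arrays) for IVTIII, 0.804 ± 0.0724 for GA, 0.417 ± 0.0738 for SMART and 0.752 ± 0.00614 for SM37. Every amplified array lay above the array of unamplified cDNA, but an exact permutation test of 2 arrays against 1 cannot reach a p under 0.05.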

Amplification of RNA by each method resulted in higher CR values compared with unamplified targets. Nevertheless, SMART-generated replicates demonstrated very low variability between each other, with a CR value (0.27) similar to unamplified DNA (0.16) (Table 1). 

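In SMART replicas, 53 genes of fibroblasts and extracellular matrix had log2 ratios with an SD of 0.123, the largest being 0.32 for Pdgfra, the platelet-derived growth factor receptor of mesenchymal cells. Of 22 markers of ovarian surface epithelium and mesothelium, 1 was called differential between replicas in a fit by gene, the transcription factor gene Gata4, with a log2 ratio of -0.69. In unamplified cDNA the largest ratios in the same lists were -0.24 for the matrix gene Sparc (61 genes) and 0.17 for Hoxa9 (22 genes). CR of the averaged SMART arrays was 0.270. The only probe of over 2-fold was that of Bhlha15, a transcription factor of secretory cells, chosen after its value was seen. Across probes, the turned ratios of both SMART arrays had a correlation of r = -0.202, so that averaging cancelled part of their spread. The same correlation was -0.234 for GA, 0.608 for IVTIII and 0.579 for SM37.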

For GA- and IVTIII-amplified pairs of replicates, CR values were 0.49 and 0.59, respectively, and particularly high variability between replicates was found for SM37-amplified targets (CR = 0.71).

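Replicas of GA differed by over 2-fold at 60 probes, those of IVTIII at 126 and those of SM37 at 40. In SM37, 4 of 50 ribosomal protein genes were called differential between replicas, with the largest log2 ratio for Rps29 at -1.07, and the histone gene H3f3a had a ratio of -1.21. In IVTIII, 1 of 55 ribosomal protein genes was called (Rpl37, -1.42) and 1 of 40 cell cycle genes (Cenpf, a kinetochore protein gene, 1.20). In GA none of 57 ribosomal protein genes, 43 cell cycle genes or 58 genes of fibroblasts and extracellular matrix was called, and the largest ratio in these lists was -0.94 for Rpl37a. Ccl7 in the chemokine list reached 1.13 and Laptm5 in the immune list 1.04, without a call. Genes named here beyond the lists' counts were chosen after their values were seen. CR of the averaged arrays was 0.496 for GA, 0.607 for IVTIII and 0.723 for SM37. With the ratios averaged as deposited, without turning the dye swaps, CR was 0.626 for GA, 0.303 for IVTIII and 0.374 for SM37. With a median absolute deviation in place of the SD it was 0.347 for GA, 0.313 for IVTIII and 0.608 for SM37. Averaging as deposited cancels ratios of opposite dye orientation, so its values do not measure repeatability and cannot order the methods. By the median absolute deviation GA lay above IVTIII, so that their order turned. From these comparisons of replicas the paper concludes that SMART was the most reliable method.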

Amplification errors that generate differences between two technical replicates are also reflected in the number of genes calculated as differentially expressed in two hybridizations. 

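On the 1 array of unamplified replicas, 5 of 16997 probes had a ratio of over 2-fold. They were the probes of Tcrb-V8.2, a T cell receptor segment (-2.09), Emc6, a subunit of a membrane protein insertase (-1.52), Bcas3 (-1.19), the chemokine receptor gene Ccr9 (-1.17), and a probe without a gene name (1.18), all chosen after their values were seen. Lists of ribosomal protein, cell cycle, cholesterol synthesis and contractile genes held no gene of over 2-fold, and their largest log2 ratio was -0.54 for Rplp1. A test for outliers needs at least 2 arrays and could not be run for unamplified replicas.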

Only three outliers were selected for unamplified replicates by a Bayesian method at a *P *value of 0.01 with threshold LOD greater than 0. 

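A fit by gene, in which Gata4 was called, gave 6 calls between SMART replicas. In the fit by probe calls were few, and all were lower in replica 1. Their log2 ratios were -1.17 for Bhlha15, -0.72 for the sialidase gene Neu3, -0.76 for Gm11346 and -0.96 for AI481772, from 4 of the 9443 probes, chosen after their values were seen. Between IVTIII replicas 195 probes were called, 78 higher and 117 lower in replica 1, among them those of Rnf2, a Polycomb ubiquitin ligase (2.26), and Clhc1 (-2.84). Between SM37 replicas 195 probes were also called, 103 higher and 92 lower, among them those of Ext1, an enzyme of heparan sulfate synthesis (-1.75), and the chaperonin subunit Cct8 (1.31). GA had 0 calls, with 150 probes at an unadjusted p under 0.05 from limma. Calls were probes with an LOD above 0 in limma at a prior proportion of differential genes of 0.01. With 2 arrays per method the test has 1 residual degree of freedom. For SMART and SM37 limma gave every probe of a method the same error, while GA had 6.04 prior degrees of freedom. The counts are therefore not on a common scale. The 0 calls of GA do not show fewer errors, since its CR of single arrays was 0.804, against 0.417 for SMART. At an adjusted p under 0.05, with the prior variance of the cell line arrays in place of the replicas' own, the counts were 92 for IVTIII, 0 for SMART and 71 for SM37.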

Surprisingly, SMART-generated replicates did not possess any outliers at all, whereas the other methods of amplification resulted in 75-200 false-positive differentially expressed genes (see below for further discussion of this effect).

### Expression ratios from PCR-amplified cDNA correlate best with those from unamplified cDNA

From the analysis of the errors introduced by amplification reported above, the most reliable RNA amplification technique was found to be SMART PCR-based exponential amplification. To test this further and to analyze the ability of each method to correctly identify differences between RNA samples, we performed a model experiment in which gene expression was compared between two different cell lines.

To do so, single-cell equivalents of total RNA from each cell type were amplified using each method by the strategy outlined above. Gene expression was compared between the two cell types using each method independently. We repeated microarray hybridizations four times for each type of amplification as well as for unamplified cDNA targets, including two independent replicates for each cell line and two dye-swap hybridizations.

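RNA of OV cells was compared with RNA of 3T3, a mouse fibroblast line, on 4 arrays per method, and all ratios are given here as log2 of OV over 3T3. The labels place OV in Cy5 on 2 arrays and in Cy3 on the other 2 for each method, and ratios of the latter were turned before averaging. The direction was read from the labels and from the paper's statement that ratios are Cy5 to Cy3, although the paper elsewhere gives the opposite. It was checked on Xist, the transcript of the inactive X chromosome, which had a log2 ratio of 3.21 ± 1.30 (SD, n = 4 arrays) in unamplified cDNA, with its call lost when single arrays were left out. Eif2s3y, on the Y chromosome, had -0.69 and Usp9y, also there, 0.62, and both calls were lost in the same way. Cdkn2a, a tumor suppressor locus that 3T3 cells have lost, was higher in OV, at 1.58 ± 0.11 (adjusted p = 7.39e-05 from limma). Calls rest on probes with a value on all 4 arrays of a method: 12866 for unamplified cDNA, 4599 for IVTIII, 6563 for GA, 9029 for SMART and 7429 for SM37. Limma was fitted to the 4 ratios of each probe, and probes with an LOD above 0 at a prior proportion of 0.01 were called. All 4 arrays of a method come from the same 2 RNA pools, so that the p-values measure the spread of amplification and hybridization, not of cell culture. By the paper they hold 2 independent replicates of each RNA, each on dye-swapped arrays, and tests that take 4 arrays as independent leave that aside. Values by gene are means over the probes of a gene.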

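In unamplified cDNA, lists of epithelial and mesothelial genes held more genes called higher than lower in OV, and lists of the cell cycle and of cholesterol synthesis held more called lower. Of 24 markers of ovarian surface epithelium and mesothelium, 13 were higher and none was lower (16 and 1 at an adjusted p under 0.05 when adjusted over the list alone), among them Upk1b, a uroplakin of the mesothelium (4.26 ± 0.33, SD, n = 4), Wt1 (3.65 ± 0.50) and the transcription factor Gata6 (3.29 ± 0.30). Keratins and epithelial junction genes were higher for 10 of 25 and lower for 3 (15 and 5 adjusted over the list alone), with the simple epithelial keratins Krt8 at 3.44 ± 0.48 and Krt19 at 3.17 ± 0.52. Of 54 cell cycle genes 23 were lower and 1 was higher (43 and 3 adjusted over the list alone), with the cyclin Ccnd1 at -1.72 ± 0.25 and the mitotic kinase Cdk1 at -1.39 ± 0.26. Cholesterol synthesis genes were lower for 12 of 24 and higher for none (20 and 1 adjusted over the list alone), with the sterol demethylase Cyp51 at -2.35 ± 0.30. Chemokines and inflammatory genes were higher for 12 of 33 and lower for 2 (19 and 7 adjusted over the list alone), led by Cxcl12, a chemokine of stromal cells (4.51 ± 0.24). Camera with a preset correlation gave adjusted p = 5.85e-06 for the ovarian list, 0.00711 for the epithelial list, 4.56e-10 for the cell cycle, 1.80e-07 for cholesterol synthesis and 0.0126 for chemokines over 16 lists. With an estimated correlation none of the lists was called, with an adjusted p of 0.356 for each of these 5. Over all probes 1963 were called, 1053 higher and 910 lower in OV, and 969, 1277 and 1151 were called without array 1, 3 and 4.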

To systematically evaluate the fidelity of the different amplification techniques, we compared Pearson correlation coefficients between the averaged gene-expression ratios for data generated using unamplified cDNA and cDNA generated using each of the amplification methods (Figure 4). The scatterplot matrix and *r*^2 ^values were calculated for the virtual arrays, by which we mean average normalized log(base2) ratio of signal intensities of Cy5 to Cy3 fluorescence across all four hybridizations. 

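Most of the genes with the largest unamplified ratios were called in the same direction in SMART. Of these 20 genes, chosen on the unamplified values, 18 were measured in SMART and 17 were called, against 14 of 18 in GA, 8 of 9 in IVTIII and 7 of 16 in SM37. Decorin, a matrix proteoglycan gene that is imprinted in mouse, had log2 ratios of 3.94 ± 0.29 (SD, n = 4) in unamplified cDNA, 1.45 ± 0.55 in SMART, 1.75 ± 0.23 in GA, 1.39 ± 0.20 in IVTIII and 1.82 ± 0.04 in SM37. Selenop had 3.60 ± 0.29 in unamplified cDNA, 1.30 ± 0.42 in SMART, 1.59 ± 0.45 in GA, 0.44 ± 0.23 in SM37 and -0.09 ± 0.14 in IVTIII. Across probes, which are not independent replicates, the averaged ratios correlated with those of unamplified cDNA at r = 0.752 for SMART (7858 probes), 0.603 for GA (6177), 0.508 for IVTIII (4216) and 0.462 for SM37 (6401). On the 605 probes measured on every array of every method, a comparison added after the data were seen, r was 0.895, 0.774, 0.523 and 0.685. Single arrays had a mean r of 0.557 ± 0.148 (SD, n = 4) for SMART, 0.474 ± 0.0750 for GA, 0.441 ± 0.0176 for IVTIII and 0.394 ± 0.0231 for SM37. SMART did not differ from GA (p = 0.371, exact two-sided permutation test, n = 4), from IVTIII (p = 0.257) or from SM37 (p = 0.143) in single arrays, with adjusted p of 0.429, 0.321 and 0.195 over 15 tests.

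**Figure D1:**
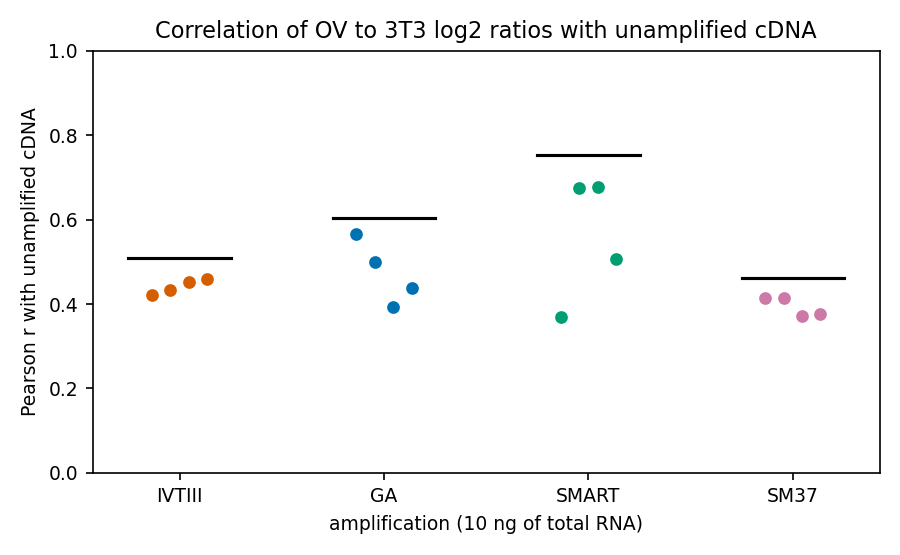
Pearson correlation across probes of OV to 3T3 log2 ratios with those of unamplified cDNA, by amplification method. Dots are the 4 single arrays of a method and lines are the averaged arrays: the lines stand highest for SMART (0.752) and lowest for SM37 (0.462), and the 4 SMART arrays spread from 0.370 to 0.677.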

The highest correlation coefficient (with data from unamplified samples) was found for SMART-amplified targets (0.75), followed by GA (*r*^2 ^= 0.60), IVTIII (*r*^2 ^= 0.50), and SM37 amplification (*r*^2 ^= 0.43).

### Differential expression discovery rates of each method identify strengths and weaknesses of each approach

Although SMART-generated expression data correlated best at a global level with data generated using unamplified cDNA, we wished to further investigate the performance of all of the amplification methods in accurately identifying gene expression differences between cell types. To do so, we compared the number of differentially expressed genes selected by a Bayesian method at a *P *value of 0.01 and threshold at LOD = 0 across the all amplifications (Figure 5). Differentially expressed genes that were commonly identified as such in both the tested technique and unamplified cDNA were designated true positives, whereas those that did not match to those identified as differentially expressed in unamplified cDNA were scored as false positives. Those that were differentially expressed in unamplified samples, but were not scored as such in the tested amplification method, were scored as false negatives.

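Each amplified target called a different share of the same gene groups. Of the cell cycle genes, GA called 11 of 42 lower in OV and none higher (26 and 3 adjusted over the list alone), SM37 12 of 40 lower and none higher (23 and 3), SMART 3 of 44 lower and none higher (11 and 0), and IVTIII 2 of 33 lower and 3 higher (13 and 7). The cyclin gene Ccna2, needed for DNA synthesis and entry into mitosis, had log2 ratios of -1.32 ± 0.18 (SD, n = 4) in unamplified cDNA, -1.68 ± 0.46 in GA, -0.37 ± 0.13 in SMART and -0.18 ± 0.46 in IVTIII, and was called in the first 2 of these. Cell cycle genes as a list had a camera adjusted p of 1.72e-05 in GA, 5.33e-08 in SMART, 0.00719 in SM37 and 0.621 in IVTIII. With an estimated correlation the adjusted p was 0.295 in GA, 0.425 in SMART and 0.509 in SM37. Of the markers of ovarian surface epithelium and mesothelium, IVTIII called 6 of 14 higher and 1 lower (8 and 1 adjusted over the list alone), SMART 6 of 21 higher (8 and 0), GA 4 of 18 (8 and 1) and SM37 3 of 16 (8 and 2). In total IVTIII called 1010 probes, 526 higher and 484 lower in OV, SM37 1051 (440 higher and 611 lower), GA 529 (148 higher and 381 lower) and SMART 301 (214 higher and 87 lower). With dye-swap pairs averaged, GA called 141 and SMART 489, so that their order turned. In that setting SM37 also called fewer probes than SMART, while IVTIII called more. With a dye term, which needs no assumed pairs, SMART again called more probes than GA. The share of GA calls that were higher, 28.0%, was 50% on probes common to all methods and 45.4% with dye-swap pairs averaged, and that of SM37, 41.9%, was 25.7% on the common probes. Without array 2 IVTIII called 663, without array 1, 2 or 3 GA called 310, 345 or 254, and without array 1, 2 or 3 SMART called 489, 95 or 115. At a prior proportion of 0.05 the counts were 1584 for IVTIII, 1931 for SM37, 1077 for GA and 634 for SMART.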

As shown in Figure 5, the highest numbers of differentially expressed genes were identified using IVTIII- and SM37-amplified cDNA and the smallest number were found for SMART amplification (1,639 and 1,690, respectively, for IVTIII and SM37, compared with 420 for SMART). However, the percentage of true positives in the set of genes identified as differentially expressed was much higher for SMART-amplified samples (80%), compared with GA amplification (53.2% true positives), IVTIII (38.9%) and SM37 (33.8%; see Table 2 for details).

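Of 35 genes of fibroblasts and extracellular matrix called in unamplified cDNA, SMART measured 33 and called 14 in the same direction, GA 6 of 31, SM37 4 of 27, and IVTIII 8 of 18 with 1 in the opposite direction. Gas6, a ligand of TAM receptor kinases, was called in SMART at 1.45 ± 0.54 (SD, n = 4), in GA at 2.41 ± 0.51 and in IVTIII at 0.91 ± 0.31, against 3.58 ± 0.57 in unamplified cDNA, while SM37 gave 0.89 ± 0.51 without a call. Prrx1, a mesenchymal homeobox gene, was called lower in SMART (-0.86 ± 0.21), GA (-1.96 ± 0.36) and SM37 (-1.14 ± 0.32), against -3.33 ± 0.75 in unamplified cDNA. True positives, probes also called in unamplified cDNA, made up 233 of 301 in SMART or 77.4% (95% exact Clopper-Pearson interval 72.3 to 82.0), 249 of 529 in GA or 47.1% (42.7 to 51.4), 342 of 1010 in IVTIII or 33.9% (30.9 to 36.9) and 288 of 1051 in SM37 or 27.4% (24.7 to 30.2). Their ratios had the same sign as in unamplified cDNA for 233, 248, 322 and 276 probes. With dye-swap pairs averaged, true positives made up 68.7% in SMART and 68.1% in GA. In the main setting chance alone would give 49.1, 96.9, 192 and 162 shared calls among the probes tested in both. The 1 GA probe of opposite sign was that of Snap23, a protein of membrane fusion (-0.82 against 0.71 in unamplified cDNA).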

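None of the cholesterol synthesis genes called in unamplified cDNA was called in SMART. Of 12 such genes called in unamplified cDNA, SMART measured 11, with all 11 ratios of the same sign and none called, GA called 3 of 8, SM37 4 of 6 and IVTIII 1 of 4. Of all members measured, SMART called 1 of 19 lower and none higher (11 and 1 adjusted over the list alone). Fdps, an enzyme of isoprenoid synthesis, had -2.08 ± 0.30 (SD, n = 4) in unamplified cDNA, -0.82 ± 0.54 in SMART and -0.59 ± 0.17 in SM37. Insig1, a regulator of sterol synthesis, had -2.02 ± 0.42 in unamplified cDNA, -0.46 ± 0.21 in SMART and -0.74 ± 0.10 in GA. The contractile gene Mylk had 1.66 ± 0.22 in unamplified cDNA, with 0.15 ± 0.06 in SMART and 0.04 ± 0.12 in SM37. Of the 1963 probes called in unamplified cDNA, 1621 were not called in IVTIII, 1714 in GA, 1730 in SMART and 1675 in SM37, including probes without a value on all 4 arrays. Among probes tested in both, IVTIII recovered 39.0% of the unamplified calls, SM37 26.0%, GA 21.2% and SMART 16.7%. With dye-swap pairs averaged, and also with a dye term, fewer of the unamplified calls were missed by SMART than by GA, so that their order turned.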

Reflecting the overall lower absolute number of genes identified as differentially expressed by SMART, the numbers of the false negatives were slightly lower for all of the other methods (false negative outliers were calculated as DNA outliers minus true positives). Thus all of the methods identify more differentially expressed genes than SMART (compared with data generated from unamplified cDNA), but at the expense of a considerably higher false-positive rate (ranging from 7-12-fold more false-positive genes for those methods).

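Several of the genes called only after amplification had ratios near 0 in unamplified cDNA. In IVTIII, Slc40a1, an iron exporter gene, had a log2 ratio of 2.51 ± 0.42 (SD, n = 4) against 0.27 ± 0.07 in unamplified cDNA, and the X-linked gene Xlr3c had -3.28 ± 0.46 against -0.27 ± 0.11. Hnrnpdl, an RNA-binding protein gene, had 2.30 ± 0.46 against 0.02 ± 0.16, and its unamplified ratio turned negative, to -0.02 or -0.03, without array 2 or 4. In SM37, Psma6, a proteasome subunit gene, was called at -0.87 ± 0.33 against -0.45 ± 0.23. The MHC class I gene H2-D1 was called in both IVTIII and unamplified cDNA but in opposite directions, at 0.78 ± 0.25 and -0.95 ± 0.11. These examples were chosen for their deviation from unamplified cDNA. Calls absent from unamplified cDNA numbered 668 in IVTIII, 280 in GA, 763 in SM37 and 68 in SMART, which is 9.82-fold, 4.12-fold and 11.2-fold as many in IVTIII, GA and SM37 as in SMART. With dye-swap pairs averaged, as numbered in the labels, they numbered 408 in IVTIII, 45 in GA, 342 in SM37 and 153 in SMART, so that GA had fewer than SMART.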

### SMART PCR-based amplification linearly decreases the expression ratios in amplified samples

Analysis of these data generated an interesting observation on the statistical behavior of microarray data for amplified targets. As expected, the distribution of averaged expression values across hybridizations (*M *values) when comparing gene expression between different cell lines was wider than that observed between replicates and considerably higher than for self-self hybridizations (see Figure 3). Similarly, CR values for virtual arrays (see Table 1) were higher in hybridizations comparing between cell types than in replicate or self-self hybridizations. Thus, whereas the CR value for unamplified cDNA was approximately 1.0, linear T7 amplification resulted in a wider ratio distribution (CR = 1.30), possibly as a result of introducing random noise. 

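Among unamplified cDNA and the targets amplified from 10 ng, ratios of over 2-fold between the cell lines were most frequent in IVTIII and least frequent in SMART. They made up 554 of 4599 probes or 12.0% in IVTIII, 745 of 12866 or 5.79% in unamplified cDNA, 4.91% in GA, 3.55% in SM37 and 0.775% in SMART. Between replicas the share was 1.76% in IVTIII, 1.44% in SM37, 0.618% in GA and 0.0106% in SMART. The median log2 ratio of markers of ovarian surface epithelium and mesothelium was 0.86 in unamplified cDNA, 0.53 in IVTIII, 0.31 in GA, 0.21 in SMART and 0.32 in SM37. This list was called higher in OV by camera with a preset correlation in all 4 amplified targets, with an adjusted p of 0.0225 in IVTIII, 0.0134 in GA, 0.00117 in SMART and 0.0237 in SM37. With an estimated correlation the adjusted p was 0.783, 0.352, 0.527 and 0.509. For cell cycle genes the median was -0.63 in unamplified cDNA, -0.16 in IVTIII, -0.41 in GA, -0.20 in SMART and -0.41 in SM37.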

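Contractile genes illustrate how far ratios between the cell lines reached in each target. Tpm1, a tropomyosin gene, had log2 ratios of 2.24 ± 0.11 (SD, n = 4) in unamplified cDNA, 1.74 ± 0.72 in GA, 1.42 ± 0.39 in SMART and 0.62 ± 0.22 in SM37. Tagln, an actin-binding protein of smooth muscle, had 2.28 ± 0.59 in unamplified cDNA, 1.23 ± 0.39 in SMART and 0.99 ± 0.49 in GA, the last of these not called. In the list of contractile genes, 9 of 22 were higher and 1 was lower in unamplified cDNA (9 and 4 adjusted over the list alone), 3 of 18 were higher in SMART (6 and 1), 1 of 14 in GA (5 and 1), 1 of 4 in IVTIII (2 and 0), and in SM37 1 of 17 was higher and 3 were lower (1 and 4). Camera gave the list an adjusted p of 0.126 in unamplified cDNA. CR of the averaged arrays was 1.05 for unamplified cDNA, 1.33 for IVTIII, 0.971 for GA, 0.496 for SMART and 0.891 for SM37. With a median absolute deviation in place of the SD it was 0.639 for unamplified cDNA, 0.973 for IVTIII, 0.793 for GA, 0.331 for SMART and 0.782 for SM37, so that GA and SM37 lay above unamplified cDNA in place of below.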

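The genes Ccl2 and Sfrp1 had wider ratios in IVTIII than in unamplified cDNA, while the chemokine and inflammatory genes called in unamplified cDNA kept a median of 54.8% of their ratio (9 genes). The monocyte chemokine gene Ccl2 had a log2 ratio of 2.91 ± 0.20 (SD, n = 4) in IVTIII and 1.75 ± 0.35 in unamplified cDNA, and Sfrp1, a secreted inhibitor of Wnt signaling, 2.76 ± 0.25 and 0.75 ± 0.12. The difference had an adjusted p of 0.000413 for Ccl2 and 4.46e-06 for Sfrp1 in limma. The histone variant gene H2az1 had 0.83 ± 0.36 in IVTIII, which was not called, and -0.79 ± 0.13 in unamplified cDNA. Trf, the transferrin gene, had 0.21 ± 0.39 in IVTIII and 3.26 ± 0.93 in unamplified cDNA, over 4 probes that differ among themselves. Among 4216 probes, 2002 differed between IVTIII and unamplified cDNA at an adjusted p under 0.05 from limma, 616 with a wider ratio of the same sign, 396 with a smaller one and 990 with the opposite sign. CR of single arrays was 1.27 ± 0.126 for IVTIII and 1.01 ± 0.111 (SD, n = 4) for unamplified cDNA. Every IVTIII array lay above every array of unamplified cDNA (p = 0.0286, exact two-sided permutation test, n = 4, the smallest p that 4 arrays against 4 allow when taken as independent; adjusted p = 0.05 over 21 tests).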

GA cDNA demonstrated CR values very close to unamplified samples, but SMART-based amplifications, particularly the standard SMART method, generally decreased variability between two hybridized targets, both in replicates or difference hybridizations (see Table 2).

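The markers Krt8, Wt1 and Aldh1a1 had smaller mean ratios in SMART than in GA. Over ovarian markers called in unamplified cDNA, SMART kept a median of 33.5% of the unamplified ratio and GA 29.3% (10 genes each), and over keratins and junction genes 32.0% (7 genes) and 28.4% (6 genes). Krt8 had log2 ratios of 1.10 ± 0.32 (SD, n = 4) in SMART, 1.85 ± 0.41 in GA, 1.54 ± 0.21 in SM37 and 1.30 ± 0.24 in IVTIII, and Wt1 had 0.65 ± 0.29 in SMART, 1.14 ± 0.48 in GA, 0.38 ± 0.21 in SM37 and 1.54 ± 0.19 in IVTIII. Aldh1a1, a retinaldehyde dehydrogenase of ovarian surface epithelium, had 3.17 ± 0.59 in unamplified cDNA, 1.27 ± 0.49 in SMART, 2.31 ± 0.76 in GA, 1.99 ± 0.17 in SM37 and 2.74 ± 1.07 in IVTIII. CR of single arrays was 1.04 ± 0.223 (SD, n = 4) for GA, 0.603 ± 0.129 for SMART and 0.943 ± 0.110 for SM37. Against unamplified cDNA, GA did not differ (p = 0.857, exact two-sided permutation test, n = 4; adjusted p = 0.886), nor did SM37 (p = 0.486; adjusted p = 0.567). SMART lay below unamplified cDNA, GA and SM37 on every array (p = 0.0286 for each, exact two-sided permutation test, the smallest that the design allows; adjusted p = 0.05 over 21 tests). By a median absolute deviation, a test added after the data were seen, the means were 0.590 for unamplified cDNA, 0.780 for GA, 0.780 for SM37 and 0.482 for SMART. Against unamplified cDNA the exact permutation p was then 0.0571 for GA, 0.0286 for SM37, which lay above it, and 0.143 for SMART, with adjusted p of 0.1, 0.0667 and 0.214.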

SMART amplification systematically reduces gene expression ratios when amplifying microgram amounts of total RNA [23]. Plotting average expression ratios generated using unamplified and SMART-amplified single-cell amounts of RNA clearly demonstrates this effect, such that there is a simple, linear relationship between the expression ratios measured using each approach (Figure 6). 

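All measured genes among those with the largest unamplified ratios had smaller ratios in SMART. Across the 18 measured genes of the 20 chosen on unamplified values, SMART kept a median of 32.4% of the log2 ratio, with a range of -0.145% to 57.8%. Gstp1 had -2.70 ± 0.63 (SD, n = 4) in unamplified cDNA and -1.56 ± 0.28 in SMART, and Capg, an actin-capping protein gene, -2.75 ± 0.53 and -1.32 ± 0.35. Aqp1, a water channel gene, had -2.68 ± 0.74 in unamplified cDNA and 0.00 ± 0.24 in SMART. Igfbp3, which binds insulin-like growth factors, had 3.73 ± 0.66 and 0.52 ± 0.12. Genes selected for large ratios in 1 target tend to have smaller ratios in any other. Over 7858 probes the regression of SMART on unamplified ratios had a slope of 0.343 and r² = 0.565. On the 233 probes called in both the slope was 0.429, so that an unamplified log2 ratio was 2.33 times that in SMART. Single arrays had slopes of 0.324 ± 0.101 (SD, n = 4), with 1 array at 0.172 and the others from 0.366 to 0.383.

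**Figure D2:**
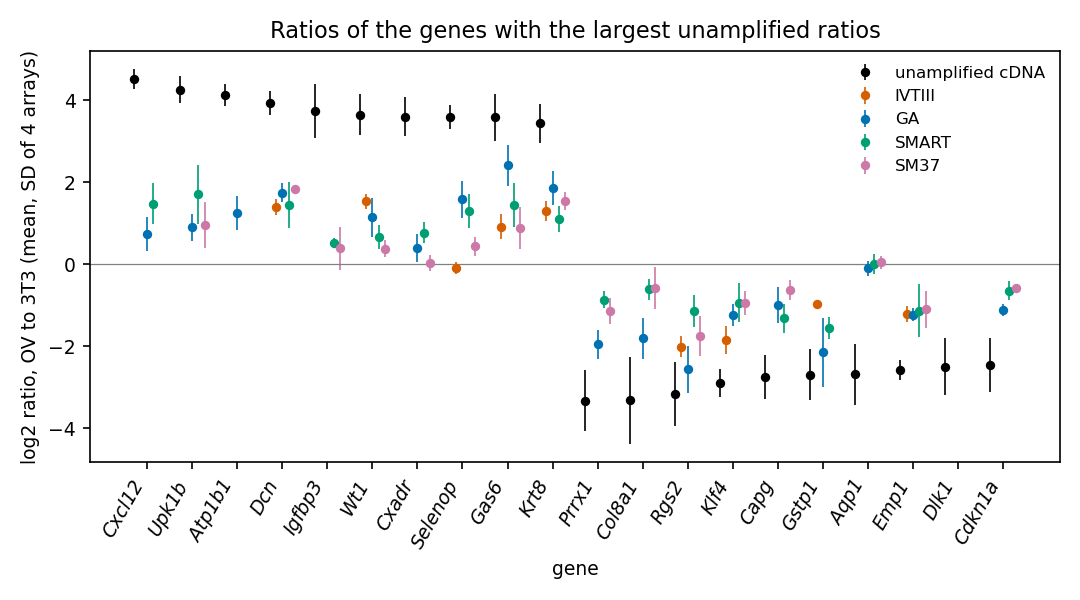
Log2 ratios of OV over 3T3 for the 10 genes highest and the 10 genes lowest in OV in unamplified cDNA, by target. Points are means and bars the SD of 4 arrays, with no point where a gene had no value on all 4: for Cxcl12 the unamplified mean is 4.51 and the SMART mean 1.47.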

In the case reported here, this resulted in a systematic reduction in the gene-expression ratios measured from SMART-amplified material. 

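In SMART, the median share of the unamplified log2 ratio, over list members called in unamplified cDNA, was 33.5% for markers of ovarian surface epithelium and mesothelium (10 genes measured), 37.0% for fibroblast and matrix genes (33 genes), 32.0% for the cell cycle (21 genes) and 45.4% for chemokines (13 genes). The p53 target and cell cycle inhibitor Cdkn1a had -2.46 ± 0.65 (SD, n = 4) in unamplified cDNA and -0.65 ± 0.23 in SMART, and Emp1, a membrane protein gene of epithelia, -2.58 ± 0.24 and -1.13 ± 0.64. Of 7858 probes, 1334 differed between SMART and unamplified cDNA at an adjusted p under 0.05 from limma, 967 with a smaller ratio of the same sign, 7 with a wider one and 360 with the opposite sign. When SMART ratios were first divided by the method's reduced major axis slope of 0.456, 54 probes differed. Without array 1 of unamplified cDNA 724 probes differed.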

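In GA and IVTIII, ratios of the same genes were also below those of unamplified cDNA. Of the 20 genes chosen on unamplified values, GA kept a median of 44.3% of the log2 ratio (18 genes measured, range 3.81% to 80.9%) and IVTIII 37.7% (9 genes, range -2.52% to 63.5%). Atp1b1, a subunit of the sodium pump, had 4.13 ± 0.27 (SD, n = 4) in unamplified cDNA and 1.25 ± 0.41 in GA, and Rgs2, a regulator of G protein signaling, -3.17 ± 0.78 in unamplified cDNA, -2.57 ± 0.57 in GA and -2.01 ± 0.27 in IVTIII. Cell cycle genes called in unamplified cDNA kept a median of 82.0% in GA (21 genes) and 21.5% in IVTIII (17 genes), ovarian markers 29.3% and 60.4% (10 genes each), fibroblast and matrix genes 53.7% (31 genes) and 37.0% (18 genes), and chemokines 25.0% (13 genes) and 54.8% (9 genes). The slope on unamplified ratios was 0.514 for GA over 6177 probes and 0.575 for IVTIII over 4216 probes. By reduced major axis, which allows for error in both targets, it was 0.851 for GA and 1.13 for IVTIII. Single arrays had slopes of 0.460 ± 0.0789 (SD, n = 4) for GA and 0.495 ± 0.0530 for IVTIII. Against SMART, p was 0.114 for GA and 0.0286 for IVTIII (exact two-sided permutation test, n = 4; adjusted p = 0.143 and 0.0476 over 15 tests). Between GA and unamplified cDNA 1276 probes differed at an adjusted p under 0.05 from limma, 363 with a smaller ratio, 252 with a wider ratio and 661 with the opposite sign, and without array 1, 3 or 4 of unamplified cDNA 600, 782 or 816 differed.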

No significant change was seen in expression ratios generated by GA amplification or by linear isothermal amplification (see Figure 6).

The reduction in expression ratios observed with SMART (referred to here as a compression effect on observed ratios) would reduce the overall discovery rate of differentially expressed genes when applying a statistical threshold. To compensate for the compression effect in our evaluation of SMART amplification of single-cell amounts of RNA, we calculated the rate of true-positive outliers identified by each method within three fixed thresholds of numbers of differentially expressed genes (the top 100, 500, and 1,000 differentially expressed genes; Table 3). For each amplification technique the LOD values proved to be different depending on the technique and number of top selected outliers. 

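Among named genes, the highest LOD values belonged to Ccl2 at 11.1 and Sfrp1 at 10.1 in IVTIII, and to Dcn at 9.8 and Aldh1a1 at 9.3 in SM37. In GA the highest was 5.7 for Dcn and in SMART 6.8 for Gstp1. In unamplified cDNA, Cxcl12 reached 11.4. LOD at rank 100 was 6.39 in IVTIII, 4.98 in SM37, 2.88 in GA and 2.14 in SMART. At rank 500 it was 2.51 in IVTIII, 1.94 in SM37, 0.16 in GA and -1.31 in SMART. At rank 1000 it was 0.03 in IVTIII, 0.14 in SM37, -1.71 in GA and -2.94 in SMART. LOD also depends on the spread of all probes of a method, so that its values are not on a common scale.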

IVTIII was found to have the highest level of LOD score, whereas SMART-amplified samples had the lowest (see Table 3). 

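Chemokines and inflammatory genes differed between methods in how many were called. Of 14 such genes called in unamplified cDNA, SMART measured 13 and called 6 in the same direction, IVTIII 4 of 9, SM37 2 of 9 and GA 1 of 13. The complement gene C1ra had 2.07 ± 0.53 (SD, n = 4) in unamplified cDNA and 0.58 ± 0.24 in SMART, and Ccl2 had 0.87 ± 0.35 in SMART, 1.41 ± 0.32 in SM37 and 0.19 ± 0.36 in GA, the last of these not called. As a list, chemokines were called higher in OV in SMART, with a camera adjusted p of 0.00392 and an adjusted p of 0.425 with an estimated correlation. Among the top 100 probes by LOD, 84 were also called in unamplified cDNA for SMART (95% exact Clopper-Pearson interval 75.3 to 90.6%), 64 for GA (53.8 to 73.4%), 62 for IVTIII (51.7 to 71.5%) and 41 for SM37 (31.3 to 51.3%). Among the top 500 it was 358, 241, 201 and 155, and among the top 1000 it was 579, 390, 339 and 274. Intervals cover counting error only.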

Replacing the LOD score with empirical cutoffs for numbers of differentially expressed genes, SMART amplification was always found to possess the highest rate of true positives compared with the other three amplification techniques (see Table 3, Figure 7). Thus, regardless of the approach used for identifying differentially expressed genes, SMART consistently had the highest true-positive and lowest false-positive rate of the methods tested.

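Of 13 keratin and junction genes called in unamplified cDNA, SMART measured 7 and called 3 in the same direction, SM37 3 of 5, IVTIII 3 of 3 and GA 2 of 6, and none was called in the opposite direction. The list was called higher in OV in SMART, with a camera adjusted p of 0.00675 and an adjusted p of 0.425 with an estimated correlation. Among p53 and senescence genes, SMART called 4 of 7 in the direction of unamplified cDNA, IVTIII 3 of 5, SM37 2 of 7 and GA 1 of 5. Igfbp7, a secreted protein of senescent cells, was higher in all of SMART (0.87 ± 0.40, SD, n = 4), SM37 (1.31 ± 0.16) and IVTIII (0.85 ± 0.19), with 0.91 ± 0.41 in GA not called, against 1.96 ± 0.26 in unamplified cDNA. In unamplified cDNA this list had 5 of 22 genes higher and 6 lower (6 and 11 adjusted over the list alone) and a camera adjusted p of 0.326. From the shares of true and false positives at a fixed LOD and at fixed numbers of genes, the paper concludes that SMART had the highest true-positive and the lowest false-positive rate.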

### SMART and GA amplification performance under real-world conditions

To remove the possible effects of sampling in diluting total RNA to single-cell equivalents and to isolate the effects of amplification on introducing errors into array data, all of the above experiments were carried out under ideal conditions in which the starting material for reverse transcription was 10 ng, the equivalent of 100-1,000 cells. 

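For smaller inputs, technical replicates of OV RNA were amplified by SMART and GA from 1 ng, 100 pg and 10 pg of total RNA, with 2 dye-swapped arrays for each amount. Both SMART arrays titled 1 ng, as the paper has them, are described as 100 pg in their labels, so that their amount is in doubt. Pools of neural stem cells from the developing mouse forebrain were amplified by both methods in the same design. OV and 3T3 RNA at 10 pg were compared on 4 arrays per method, processed like those of the 10 ng targets. The genes measured differed widely between amounts. Of the 20 genes with the largest unamplified ratios, SMART replicas had values for 17 at 1 ng, 14 at 100 pg and 11 at 10 pg, and GA replicas for 6, 14 and 19. Of 62 ribosomal protein genes on the array, SMART had values for 54, 59 and 53, and GA for 59, 61 and 61. Probes with a value on both arrays numbered 16036, 11000 and 7280 for SMART at 1 ng, 100 pg and 10 pg, and 4686, 9258 and 15845 for GA. In the neural stem cell pools they numbered 11005 for SMART and 11722 for GA. In the cell line comparison at 10 pg, 1288 probes had a value on all 4 SMART arrays and 5709 on all 4 GA arrays.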

To test whether the findings on the performance of the two PCR-based methods under ideal conditions is predictive of their performance under real-world conditions, we subsequently used each method to amplify total RNA from the two cell lines at a range of concentrations from 1 ng to 10 pg, covering the range of single-cell equivalent amounts of total RNA. As in the experiments described above, cDNA amplified by each method was used to address two questions: the reproducibility of each method (and noise introduced by each method) and the ability of each method to preserve representation of the original starting material, as reflected in their ability to identify true expression differences between the two cell lines.

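The spread of single genes between OV replicas was largest at 10 pg in both methods. For the 20 genes with the largest unamplified ratios, the SD of the log2 ratio was 0.0554 at 1 ng, 0.110 at 100 pg and 0.236 at 10 pg in SMART, and 0.193, 0.225 and 0.714 in GA. The largest of these ratios in SMART were -0.10 for Dlk1, a Notch pathway ligand, at 1 ng, 0.32 for Gstp1 at 100 pg and 0.47 for Wt1 at 10 pg. In GA they were 0.24 for Capg at 1 ng, 0.43 for Selenop at 100 pg and 1.90 for Atp1b1 at 10 pg. In GA at 10 pg, 10 of 52 cell cycle genes differed by over 2-fold between replicas, with 2.17 for the cyclin gene Ccnd2, and 5 others were called (Mki67, Ccnd1, Pttg1, Racgap1 and Cdkn2c), named after their values were seen. CR of the averaged arrays was 0.143 at 1 ng, 0.331 at 100 pg and 0.635 at 10 pg for SMART, and 0.440, 0.691 and 1.20 for GA. Without turning the dye swaps, which cancels differences between replicas, CR at 10 pg was 0.348 for SMART and 0.428 for GA. With a median absolute deviation CR at 10 pg was 0.691 for GA.

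**Figure D3:**
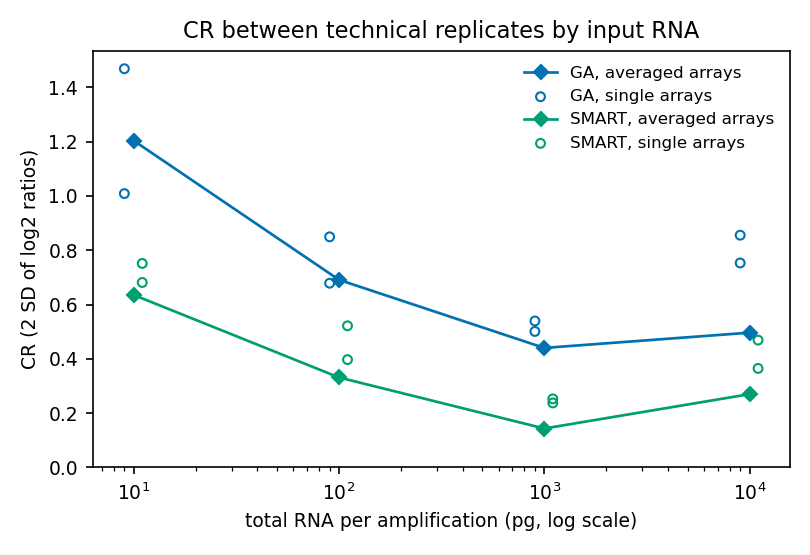
CR, 2 SD of the log2 ratios between technical replicates, against the amount of total RNA on a log axis. Open circles are single arrays and filled points the average of both arrays: GA lies above SMART at each amount, from 0.440 against 0.143 at 1 ng to 1.20 against 0.635 at 10 pg.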

As expected, the CR of each method when comparing independent amplifications from the same starting RNA pool increased with the reduction in amount of input RNA (Figure 8). However, SMART-amplified material consistently had a twofold lower CR at all amounts of input RNA, as it also did in the ideal experiments reported above (see Figure 3), reflecting the lower levels of noise introduced by SMART amplification. 

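Ribosomal protein genes, abundant at every input, spread less in SMART than in GA, with an SD of the log2 ratio of 0.0442 at 1 ng, 0.122 at 100 pg and 0.159 at 10 pg in SMART and of 0.183, 0.162 and 0.287 in GA. Cell cycle genes had an SD of 0.0591, 0.163 and 0.377 in SMART and of 0.149, 0.488 and 0.717 in GA. The microtubule regulator Stmn1, a marker of dividing cells, reached -2.11 between GA replicas at 100 pg and 0.94 between SMART replicas at 10 pg, and neither was called. Single arrays had a CR of 0.245 ± 0.0106 (SD, n = 2) at 1 ng, 0.459 ± 0.0881 at 100 pg and 0.716 ± 0.0496 at 10 pg for SMART, and of 0.52 ± 0.0272, 0.764 ± 0.121 and 1.24 ± 0.325 for GA. Both GA arrays lay above both SMART arrays at each amount, but an exact permutation test of 2 arrays against 2 cannot reach a p under 0.05. Probes called between replicas numbered 0 at 1 ng (210 at an unadjusted p under 0.05 from limma), 1 at 100 pg and 208 at 10 pg for SMART, and 79, 148 and 513 for GA. The 1 call at 100 pg was Poglut3, a glycosyltransferase gene (-0.88), chosen after its value was seen. At an adjusted p under 0.05, with the prior variance of the cell line arrays, SMART at 10 pg had more calls than GA. The order of both methods at 10 pg thus turned in that setting.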

Using each method to amplify RNA from pools of two or three murine neural stem cells, freshly isolated from the developing forebrain, resulted in the same finding: comparing independent amplifications, SMART had a twofold lower CR than GA.

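Genes of neural progenitors spread more between GA replicas than between SMART replicas of the neural stem cell pools. Of 38 such genes on the array, GA measured 32, with an SD of the log2 ratio of 0.398, and SMART 25, with an SD of 0.208. Hes1, a Notch target that keeps progenitors undifferentiated, was called at -0.83 between GA replicas, while the largest ratio in SMART was 0.58 for the growth cone gene Gap43, which was not called. Cell cycle genes had an SD of 0.433 in GA (50 genes, 2 called, with Ccna2 at -1.16) and of 0.245 in SMART (40 genes, none called). CR of the averaged arrays was 0.704 for GA and 0.355 for SMART, and that of single arrays 0.756 ± 0.0255 (SD, n = 2) and 0.495 ± 0.0496. Over all probes 368 were called between GA replicas and 22 between SMART replicas. Cxcl1, a neutrophil chemokine gene, was the largest SMART call (-1.30), chosen after its value was seen. Without turning the dye swaps CR was 0.355 for GA and 0.361 for SMART. That setting cancels ratios of opposite dye orientation, so these values do not measure repeatability and cannot order the methods.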

Comparing gene expression between the two cell lines at the 10 pg input RNA level, or single-cell equivalent, again generated similar data to the ideal situation. 

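At 10 pg, Upk1b, Dcn and Gstp1 had the sign of unamplified cDNA in SMART and the opposite sign in GA. Upk1b had log2 ratios of 1.58 ± 0.47 (SD, n = 4) in SMART and -0.28 ± 0.12 in GA, Dcn 1.47 ± 0.08 and -0.31 ± 0.81, and Gstp1 -1.65 ± 0.27 and 1.88 ± 1.59, with the SMART value called and the GA value not called for each. Of the 20 genes with the largest unamplified ratios, 7 were measured in SMART and 5 called in the unamplified direction, while GA measured 7, with 3 of the same sign, 4 of the opposite sign and none called. Among fibroblast and matrix genes called in unamplified cDNA, all 12 measured in SMART had the same sign, with 3 called, and in GA 7 of 20 had the same sign and 13 the opposite, with 1 called. For ovarian markers called there, 5 of 5 had the same sign in SMART and 5 of 8 in GA, and for cell cycle genes 7 of 8 and 7 of 10. The averaged ratios correlated with unamplified cDNA across probes at r = 0.805 in SMART (1231 probes) and -0.065 in GA (4848 probes). On the 605 probes measured on every array of every method r was 0.795 and -0.145. Single arrays had a mean r of 0.594 ± 0.0808 (SD, n = 4) in SMART and -0.066 ± 0.0800 in GA (p = 0.0286, exact two-sided permutation test; adjusted p = 0.0536 over 15 tests). The GA arrays resembled one another, with a mean r of 0.820 within dye-swap pairs and 0.507 between them, the pairs being assumed from the numbers in the labels.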

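Chemokines, ovarian markers and contractile genes were among the calls of SMART at 10 pg. Of 4 chemokines and inflammatory genes measured, 3 were higher in OV and none was lower (4 and 0 adjusted over the list alone), with Ccl2 at 1.08 ± 0.05 (SD, n = 4) and Saa3 at 0.91 ± 0.25. The list had a camera adjusted p of 0.00359, and the adjusted p was 0.401 with an estimated correlation. Of 7 markers of ovarian surface epithelium and mesothelium 2 were higher (5 adjusted over the list alone), among them Aldh1a1 at 0.84 ± 0.30. Contractile genes were higher for 2 of 7 (2 and 1 adjusted over the list alone), with Tpm1 at 1.36 ± 0.19. In total SMART called 115 of 1288 probes, 72 higher and 43 lower in OV, and GA 296 of 5709, 149 higher and 147 lower. For SMART, 85 of 115 calls or 73.9% were also called in unamplified cDNA (95% exact Clopper-Pearson interval 64.9 to 81.7), and 30.9 would be shared by chance. Of these 85, 84 had the same sign. The other was Rph3a, a gene of vesicle transport (-1.19 against 0.77). Without array 2 or 4 SMART called 71 or 73, and without array 3 or 4 GA called 123 or 100.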

Whereas SMART identified fewer differentially expressed genes, or outliers, compared to GA when applying a fixed probability threshold (239 vs 824; see Table 4), over 70% (169/239) of the genes identified as differentially expressed by SMART were true positives, as assessed by their identification as differentially expressed in unamplified RNA. In contrast, approximately 40% (324/824) of genes predicted as differentially expressed by GA were true positives by the same criterion. Thus, when using a probability cutoff for differential expression, SMART identified fewer truly differentially expressed genes (169 vs 324) but at a higher true-positive rate (70% vs 39%; see Table 4).

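Several of the genes called by GA at 10 pg were called in the opposite direction in unamplified cDNA. Mmp13, a collagenase gene, had a log2 ratio of -3.32 ± 0.43 (SD, n = 4) in GA at 10 pg and 2.59 ± 0.27 in unamplified cDNA, and Pgk1, a glycolytic enzyme gene, had 2.33 ± 0.78 and -1.86 ± 0.15. The tight junction gene F11r had -2.64 ± 0.44 and 2.88 ± 1.07, with its unamplified call lost without array 1, 2 or 4. Psma6 had 3.91 ± 0.53 in GA at 10 pg. These genes were chosen for their deviation from unamplified cDNA. Igfbp7 was called in the same direction, at 1.96 ± 0.46. Of the 296 calls, 88 or 29.7% (95% exact Clopper-Pearson interval 24.6 to 35.3) were also called in unamplified cDNA, and 45.7 would be shared by chance. Of these 88, 38 had the same sign as in unamplified cDNA and 50 the opposite. With dye-swap pairs averaged, the share of GA calls also called in unamplified cDNA was 19.9%.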

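Cell cycle genes and ovarian markers were also tested as lists at 10 pg. Cell cycle genes were lower in OV in SMART for 2 of 13 and higher for none (7 and 1 adjusted over the list alone), with a camera adjusted p of 0.0301, and in GA for 1 of 28 (2 and 0), with 0.812. The ovarian list had a camera adjusted p of 0.0301 in SMART and 0.842 in GA, where none of its 17 genes was called. With an estimated correlation the adjusted p of both lists in SMART was 0.401. For Cdkn1a, SMART gave -0.57 ± 0.21 (SD, n = 4), which was called. Fabp5, a fatty acid binding protein gene, had -0.58 ± 0.24 in SMART, which was called, and -1.03 ± 0.54 in GA, which was not, against -2.39 ± 0.32 in unamplified cDNA. Between SMART and GA at 10 pg, 342 of 1012 probes differed at an adjusted p under 0.05 from limma, 237 of them with opposite signs. Probes called in unamplified cDNA but not at 10 pg numbered 1878 for SMART and 1875 for GA. False positives numbered 30 for SMART and 208 for GA. From the counts and shares of true positives the paper concludes that SMART identified fewer true positives at a higher rate.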

Rather than using a probability threshold for differential expression to select the datasets for analysis, we also applied a range of empirical cutoffs for numbers of differentially expressed gene to select the top 100, 500, or 1,000 differentially expressed genes from each dataset for further analysis (Table 5). In this case, SMART had a slightly higher true-positive rate at each cutoff and also identified more differentially expressed genes in absolute number at each cutoff (see Table 5).

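Named genes differed in LOD between the methods at 10 pg. In SMART, Dcn reached an LOD of 11.5, Ccl2 9.4 and Tpm1 8.9, each with the sign of unamplified cDNA. In GA the highest values among the named genes were 5.1 for Psma6 and 4.9 for Mmp13. Among the top 100 probes by LOD, 74 were also called in unamplified cDNA in SMART (95% exact Clopper-Pearson interval 64.3 to 82.3%), 73 of them with the same sign, and 25 in GA (16.9 to 34.7%), 12 of them with the same sign. Among the top 500 the counts were 250 in SMART, 248 of them of the same sign, and 136 in GA, 61 of them of the same sign. The top 1000 held 319 for SMART, out of 1288 probes tested, and 238 for GA. Among probes tested in both targets, 340 of 1231 for SMART and 823 of 4848 for GA were called in unamplified cDNA. That share is larger for SMART, so more of its counts would be reached by chance, most of all in the top 1000. With unamplified calls taken at an adjusted p under 0.05, true positives numbered 87 of the top 100 and 391 of the top 500 in SMART, and 59 and 292 in GA.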

## Discussion

### Exponential amplification methods generate reliable data from picogram amounts of RNA

Despite the fact that both linear and exponential RNA amplifications are commonly used methods for expression profiling, little consideration has been given to side-by-side examination of different amplification techniques, particularly for the purpose of single-cell RNA expression profiling. The goal of this study was to test the performance of the most widely used amplification techniques in generating expression data from single-cell amounts of RNA. In addition, we estimated the levels of error for each type of amplification.

Analysis of both technical replicates and test/reference samples hybridized on oligonucleotide microrrays revealed that PCR based-amplifications, and particularly SMART technology, are competitive with, and may outperform, T7-based linear amplification for amplifying picogram amounts of total RNA. We present several findings that demonstrate that PCR amplification generates reproducible microarray data, but with some key shortcomings.

First, PCR-amplified targets possess the least difference between technical replicates among the amplification techniques: CR values for SMART were close to those of unamplified samples (0.27 vs 0.16; see Figure 2), followed by GA and then linear amplification. Secondly, the correlation between unamplified and amplified targets is highest for SMART amplification (*r*^2 ^= 0.75), closely followed by GA (*r*^2 ^= 0.6), with (*r*^2 ^= 0.51; see Figure 4). In addition, the rate of true positives is highest for SMART-amplified cDNA (80%) compared with 53% for GA and 39% for linear amplification. However, a critical difference between SMART and the other methods is the lower overall absolute number of truly differentially expressed genes identified (336 by SMART, as opposed to 492 by GA and 633 by linear amplification).

Extending this approach to analyzing PCR-amplified single cell equivalent amounts of total RNA and also RNA from single neural stem cells found that SMART again outperformed GA in the key areas of CR and true positive rates (see Figure 8, see Tables 4 and 5). SMART also had the lowest overall absolute number of differentially expressed genes, however. We conclude that GA is inherently more noisy than SMART amplification, as reflected in its higher false-discovery rate, but has a higher absolute discovery rate. These results are consistent with previously published findings that exponential amplification methods may yield reproducible results from the picogram range of total RNA [16,18] and be more precise than linear RNA amplification [18,22].

### SMART PCR-based amplification results in compression of microarray expression ratios

It is noteworthy that the distribution of log ratios for SMART-amplified samples is considerably narrower (for both technical replicates and test/reference hybridizations) than for any other method (see Figure 3). We previously observed this compression effect of SMART amplification when amplifying microgram amounts of total RNA [23], finding that it results in a systematic reduction in the magnitude of expression differences between two samples. Therefore, it is likely that the SMART-based technical replicate data appear less noisy than data generated by other methods because of the compression effect on log ratio distribution.

Consistent with our previous findings [23], we found that the decrease in log ratios was also linear when amplifying single-cell amounts of total RNA. In this case, the estimated coefficient of linearity is 2.5. Such a relationship means that the real expression differences between tested samples should be 2^2.5^, or 5.6, times higher than that calculated from the microarray data. No such compression was observed with the other PCR-based amplification method (GA) or with linear isothermal amplification. Global amplification of picogram amounts of total RNA 10^11^-fold has previously been found to substantially increase expression ratios [18], whereas the 10^8^-10^9^-fold GA amplification reported here resulted in a minor change in expression ratios. It is possible that the alteration in ratios seen here with GA amplification could change to the extent of that observed in the work of Iscove and colleagues [18] with the additional 10^3^-fold amplification used in that study.

Although all techniques tested here successfully amplified the starting population of total RNA, we present strong evidence that they also introduce errors to microarray data. Some of the variation is systematic and could be possibly negotiated if reference and test targets are synthesized by the same method. Others are random and could be decreased by replicate hybridizations. In the present investigation we observed that averaging microarray data decreases the values of CR in replicate hybridizations (see Table 1) and increases the correlation between unamplified and amplified targets in test/reference hybridizations by reducing the random component of noise (see Figure 4). 

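At 10 ng, averaging lowered the spread of GA and SMART replicas more than that of IVTIII and SM37 replicas. On the probes of the average, the ratio of the mean CR of single arrays to that of the averaged arrays was 1.60 for GA, 1.57 for SMART, 1.11 for IVTIII and 1.13 for SM37. At 1 ng, 100 pg and 10 pg it was 1.70, 1.38 and 1.14 for SMART and 1.18, 1.12 and 1.05 for GA. In neural stem cells it was 1.42 for SMART and 1.12 for GA. Across probes, turned ratios of both replica arrays correlated at r = -0.234 for GA and -0.202 for SMART at 10 ng. The same r was -0.310 for SMART at 1 ng, but 0.608 for IVTIII and 0.579 for SM37 at 10 ng. Where r was negative, averaging cancelled ratios of opposite sign, so the fall in CR does not measure a loss of random noise alone. Between cell lines the ratio was 1.29 for SMART, 1.18 for GA, 1.11 for SM37, 1.06 for IVTIII and 1.06 for unamplified cDNA. On the same probes, single SMART arrays correlated with unamplified cDNA at r = 0.409, 0.697, 0.700 and 0.521, where their average had 0.752, and single GA arrays at 0.617, 0.554, 0.449 and 0.462, where their average had 0.603. This use of the same probes was added after the data were seen. For the gene Cxcl12, 4 SMART arrays averaged to 1.47 ± 0.50 (SD, n = 4) and 4 GA arrays to 0.74 ± 0.41.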

The reduction in the contribution of random noise to the false-discovery rate by increasing the number of biological replicate hybridizations could make GA amplification an attractive option for single-cell expression profiling, given the overall higher absolute discovery rate of this method, compared to SMART.

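Some genes with large unamplified ratios had small ones in all PCR-based targets. Aqp1 had log2 ratios of -0.10 ± 0.18 (SD, n = 4) in GA, 0.00 ± 0.24 in SMART and 0.05 ± 0.16 in SM37. Cxadr, a virus receptor of epithelial junctions, had 0.39 ± 0.34 in GA, 0.77 ± 0.26 in SMART and 0.03 ± 0.19 in SM37, against 3.60 ± 0.48 in unamplified cDNA. Both were chosen for their deviation, and neither was measured in IVTIII. Averaged ratios of the cell line comparison correlated across probes at r = 0.637 for GA and SMART, 0.607 for GA and SM37 and 0.527 for SMART and SM37. With IVTIII the correlation was 0.417 for SMART, 0.322 for GA and 0.232 for SM37. Deviations from unamplified cDNA, taken against separate pairs of the unamplified arrays, correlated at 0.606 for SMART and SM37, 0.572 for GA and SM37 and 0.548 for GA and SMART, and with those of IVTIII at 0.372 for SMART, 0.162 for GA and 0.158 for SM37. Deviations of GA at 10 pg correlated with those of the other methods at 0.271 (IVTIII) to 0.554 (SMART at 10 pg). Its ratios correlated with theirs at only -0.109 to -0.022. Ratios smaller than the unamplified ones give correlated deviations by themselves, so these values cannot show a bias shared by PCR-based methods.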

Overall, PCR-amplified samples demonstrate a higher correlation between each other then with T7-amplified targets (see Figure 4), indicating a systematic bias intrinsic to technically similar amplification methods. These data are in good agreement with previous observations of the systematic bias related to the type of hybridization technique which has been demonstrated for both linear and exponential amplifications [28,29].

### Noise in microarray data depend on the rate of RNA amplification

The variability of amplified targets may depend on many factors, including the technical basis of amplification, details of the amplification method and the degree of amplification required. As single cell profiling requires 10^7^-10^9^-fold amplification of the original mRNA population, the number of PCR cycles or number of rounds of linear amplification can become a critical source of errors. Consistent with this, Petalidis and colleagues [22] previously demonstrated a reduction in the discovery rate of differentially expressed genes with numbers of PCR cycles in microarray analysis of SMART-amplified targets when amplifying microgram amounts of total RNA.

For T7-based amplification we also have shown that Pearson's correlation coefficients decreased from *r*^2 ^= 0.90-0.95 for the first round of amplification to *r*^2 ^= 0.7-0.8 for the second round, and finally to *r*^2 ^= 0.5-0.6 for the third round, when amplified targets were correlated with unamplified cDNA (T.S. and F.J.L., unpublished data). One of the sources of variability in T7-amplified samples may be a time-dependent degradation of amplified cRNA that results in shortening of cRNA species [17]. Thus, if each round of linear amplification increases slightly the levels of error, the cumulative effect of three rounds may result in a relatively poor approximation of original mRNA sample.

## Conclusion

The decision as to which amplification technique to use for expression profiling of limiting biological samples depends on several parameters, among them the quality and quantity of RNA, laboratory facilities and the experimental goal. If a goal is to obtain the largest possible number of the differentially expressed genes, GA would be the technique of choice, particularly if the resources are in place to analyze enough cells to reduce the noise in this system. Nanogram amounts of total RNA make it possible to restrict linear amplification to two rounds of T7-based amplification with sufficient yields of labeled targets and high-quality data. Finally, if the rate of true positives is required to be as high as possible, the relatively low false-positive rate of the SMART amplification technique is a useful approach. The decision to use this method should, however, take into account the overall lower number of differentially expressed genes that this approach is likely to identify and also that the real difference in gene expression levels between any two tested samples is likely to be systematically higher than observed using this approach. Further improvements in PCR-based amplification techniques, such as reducing the losses associated with RNA extraction, improved strand switching in the case of SMART, and careful choice of buffers and PCR conditions, may yield even more reproducible results from the picogram range of total RNA.

## Materials and methods

For all experiments, total RNA was isolated from mouse fibroblast (3T3) or mouse ovarian surface epithelium (OV) cell lines using TRI reagent (Amersham Biosciences, Little Chalfont, UK). The ovarian cells were a kind gift of Cristian Brocchieri (University of Cambridge, Department of Oncology & Hutchison/MRC Research Centre). For generating fluorescently labeled cDNA from unamplified RNA, 100 μg of total RNA from 3T3 or OV cell lines was labeled with amino-allyl dUTP during reverse transcription followed by coupling with Cy3 or Cy5 NHS esters ([30]; Cy3 and Cy5 Mono-Reactive Dye Packs, Amersham Biosciences).

### Oligonucleotides

The sequences of the oligonucleotides used for the different amplification technologies were as below:

SM1 5'-AAGCAGTGGTAACAACGCAGAGTAC(T)_30_VN-3'

SM2 5'-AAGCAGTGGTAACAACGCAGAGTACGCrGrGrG-3'

SM37 5'-AGGGAGGCG(T)_24_

SMPCR 5'-AAGCAGTGGTAACAACGCAGAGT-3'

Anchored 5'-TATAGAATTCGCGGCCGCTCGCGA(T)_24_-3'

### SMART cDNA amplification

cDNA synthesis for SMART was performed essentially as described [25]. Total RNA (10 ng) was mixed with 10 pmol of SM1 primer and 10 pmol template-switching SM2 primer in volume of 5 μl. The reaction mixture was incubated at 70°C for 2 minutes and then placed on ice for 2 minutes. The following reagents were then added, 2 μl 5× first strand buffer (Gibco, Carlsbad, USA), 1 μl 20 mM DTT, 1 μl 10 mM dNTPs and 1 μl PowerScript RT (BD Clontech, Mountain View, USA), and the reaction was incubated at 42°C for 1 hour. A 2 μl aliquot of the first strand cDNA was then used for PCR amplification. A 2 μl aliquot of the first-strand cDNA was then used for PCR amplification. The following reagents were added, 80 μl dH_2_O, 10 μl 10× Advantage 2 PCR Buffer (BD Clontech), 2 μl 10 mM dNTPs, 4 μl SMPCR primer and 2 μl 50× Advantage 2 polymerase mix and the reaction mixture was subjected to the cycling program: 95°C for 1 minute and then a variable number of cycles (10 or 28) of 95°C for 15 seconds, 65°C for 30 seconds and 68°C for 6 minutes. cDNA synthesis in a slightly modified SMART technique (SM37) was performed at 37°C rather then at 42°C, and SM1 primer was replaced with primer SM37, followed by PCR amplification with both SMPCR and SM3 primers.

### Global polyadenylated PCR amplification (GA)

10 ng of total RNA (1 μl) was mixed with 3.5 μl of ice-cold stock buffer (25.14 μl DEPC water, 1 μl anchored primer (10 ng/μl), 5 μl 10× reaction buffer (PCR buffer, Roche), 2.5 μl 100 mM DTT, 1 μl 2.5 mM dNTPs, 0.25 μl NP-40, 1 μl RNase inhibitors mix (1:1 mixture rRNasin (Promega, Madison, USA) and Prime (Brinkman/Eppendorf, Hamburg, Germany)) and incubated for 1 minute at 65°C followed by placing on ice for 2 minutes. Then 0.5 μl of RT mix (3 ml PowerScript RT, 0.5 μl of RNase inhibitor mix) was added to RNA and the reaction was incubated at 37°C for 90 minutes. The reaction was stopped by heating to 65°C for 10 minutes and cooled to 4°C. To perform poly(A) tailing of synthesized cDNA 5 μl of TdT mix (0.15 μl 100 mM dATP, 0.5 μl 10× reaction buffer, 0.3 μl 25 mM MgCl2, 3.55 dH_2_O, 0.25 μl TdT (Roche, Lewes, UK), 0.25 μl RNaseH (Roche)) was added to the reaction mixture and the reaction was incubated for 20 minutes at 37°C followed by inactivation at 65°C for 10 minutes. A 2 μl aliquot of the first-strand polyadenylated cDNA was then used for PCR amplification. The following reagents were added: 67 μl dH_2_O, 10 μl 10× Taq PCR Buffer (Takara Bio, Shiga, Japan), 10 μl MgCl2, 2 μl 2.5 mM dNTPs, 2 μl anchored primer (1 μg/μl) and 1 μl LA Taq (Takara Bio) and the reaction mixture was subjected to the cycling program: 95°C for 1 minute, 37°C for 5 minutes, 72°C 20 minutes (once) and then a variable number of cycles (10 or 28) of 95°C for 30 seconds, 67°C for 1 minute and 72°C for 6 minutes. To avoid sampling effects (see Results for further details), 10 ng of total RNA was always taken for cDNA synthesis in all amplifications. This amount is approximately 1,000 times higher then the amount of total RNA in a single cell (around 10 pg). To adjust the amount of RNA to single-cell content, one-fifth of the resulting cDNA was used for first-round PCR. After ten cycles of exponential amplification, 1/200 of the amplified product was taken for a further 28 PCR cycles. When the starting amounts of RNA were l ng, 100 pg, or 10 pg, all of the reverse-transcribed cDNA was used for initial PCR amplification. After ten cycles of PCR, each amplified cDNA was diluted to single-cell equivalents (1 ng starting material was diluted 1/100, 100 pg diluted 1/10), and a second amplification round of 28 PCR cycles was carried out. PCR products were purified with the CyScribe GFX Purification kit (Amersham Biosciences) and indirectly labeled with aminoallyl dNTP using Klenow DNA polymerase (BD Biosciences, Franklin Lakes, USA) followed by coupling with Cy3 or Cy5 NHS esters [30].

Neuronal stem cells were obtained from dissections of developing mouse neocortex at embryonic day 11.5 (E11.5). Dissected neocortices were dissociated with a papain dissociation system (Worthington Biochemical Corporation, Lakewood, USA). Single cells were picked using glass capillary tubes, washed in PBS and placed in PCR tubes. A group of 12 cells were pooled, mixed with 100 ng of polyinositol as a carrier and total RNA was isolated using TRI-reagent (Amersham Biosciences). RNA was dissolved in water and divided into four parts for amplification by SMART or the GA technique (two replicates for both methods).

### T7 based amplification

Linear amplification was performed using the MessengerAmp II aRNA kit (Ambion, Austin, USA). Ten nanograms of total RNA was used for the first-round amplification; 1/10 of the resulting cRNA (cRNAI) was used for the second round of amplification, and then 1/100 of second-round cRNA (cRNAII) was used for the third round of amplification. cRNA was indirectly labeled with amino-allyl-UTP during *in vitro *transcription and coupled with Cy3 or Cy5 NHS-esters as described [31].

### Microarray hybridization

Expression microarrays containing 23,232 65-mer oligonucleotides (Sigma-Genosys, UK) were printed on CodeLink slides (Amersham Biosciences). Hybridized arrays were scanned in an Axon microarray scanner at a resolution of 10 μm at maximum laser power and photomultiplier tube voltage of 60-80%. Image analysis and feature analysis were performed with GenePix Pro 4.0 (Axon Instruments, Foster City, USA).

### Statistical methods

All statistical analysis was conducted using the R environment [32] and the R package Statistics for Microarray Analysis [26]. Log intensity ratios for each spot were obtained with background subtraction. Data normalization was performed using print lowess normalization using the Limma package [33]. Differential genes were identified using an empirical Bayesian method with threshold at LOD score of zero or higher (if specified) [34]. The Pearson correlation coefficient and CR were calculated as described [35].

## Figures and Tables

**Figure 1:**
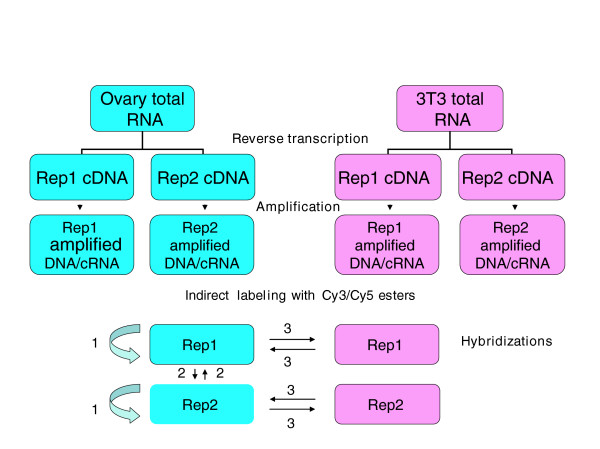
Experimental design for testing RNA amplification techniques. The scheme for estimating errors and testing the performance of each amplification technique in generating microarray expression data is shown. Total RNA was isolated from two mouse cell lines, an ovary epithelial cell line (OV) and 3T3 fibroblasts (3T3). Unamplified targets were synthesized from 100 μg of total RNA by reverse transcription. RNA was amplified by using linear T7 based- or exponential PCR-based amplification (see text for details). Synthesized DNA/cRNA samples were indirectly labeled with Cy3/Cy5 fluors. Labeled targets were co-hybridized on oligonucleotide arrays (see Materials and methods for details). Design 1, same vs same control hybridization. Labeled DNA/cRNA were divided in two parts and each was coupled with either Cy3 or Cy5 NHS-esters followed by co-hybridization on the same slide. Design 2, hybridization of technical replicates. Pairs of technical replicates synthesized from ovarian cell line total RNA by each amplification method or by reverse transcription (unamplified cDNA) were compared. Design 3, comparison of gene expression between two different cell lines by hybridization of cDNAs amplified by the same technique.

**Figure 2:**
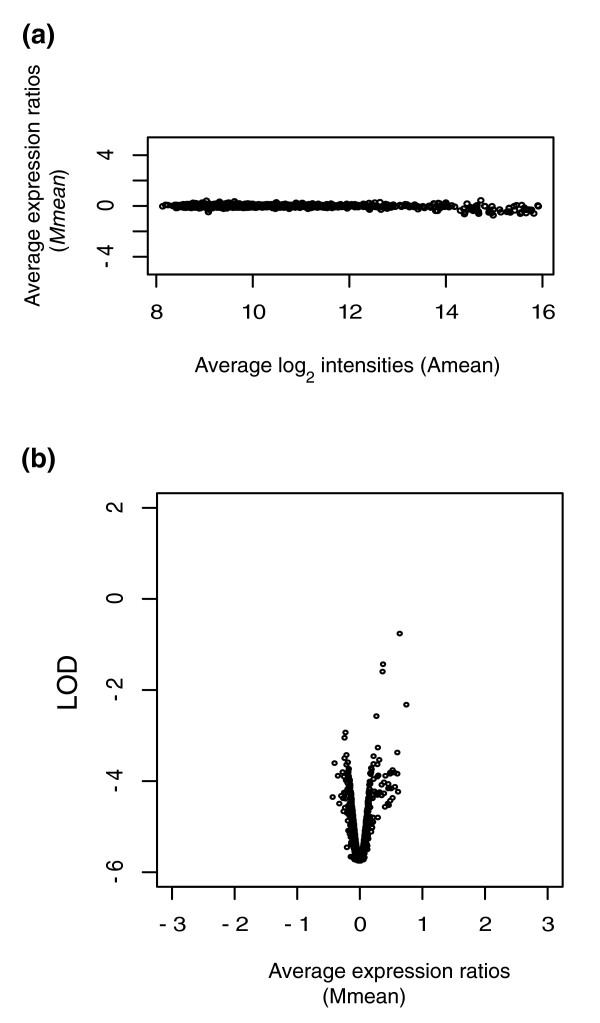
Indirect labeling of microarray targets with either Cy3 or Cy5 dyes introduced insignificant levels of noise to microarray data. **(a) **MA plot for averaged microarray data obtained in two dye-swapped, same vs same target hybridizations. An MA plot plots log-ratio *R *vs *G *against the overall intensity of each spot (see text for explanation). The log-ratio is represented by the *M *value, *M *= log_2_(*R*) - log_2_(*G*), and the overall intensity by the A value, *A *= (log_2_(*R*) + log_2_(*G*))/2. Targets were obtained by three rounds of T7-amplification (IVTIII). Amean and Mmean were calculated as the averages of *M *or *A *values for two microarray experiments and plotted. **(b) **A volcano plot shows the likelihood of expression difference (LOD) for genes in these two hybridizations selected by an empirical Bayesian method (see Materials and methods for details). The volcano plot shows the relationship between the log_2_-fold change in expression levels and the LOD to assess the significance of the differences between two targets. There are no genes with LOD greater than zero and thus there are no significant differences between Cy3- and Cy5-labeled targets.

**Figure 3:**
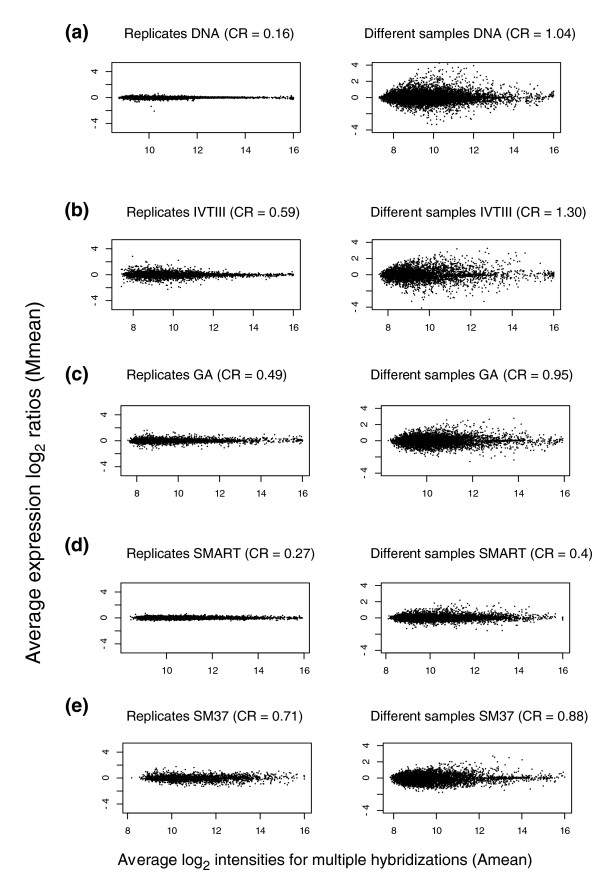
Expression data for unamplified and amplified cDNA demonstrate that all methods introduce errors to microarray expression data. Column 1 represents averaged expression data for dye-swap hybridizations of two technical replicates from the same starting RNA. Column 2 represents averaged expression data for four hybridizations including dye swaps comparing gene expression between two different cell types (3T3 vs OV). **(a) **Unamplified cDNA; **(b) **T7-based amplification; **(c) **global polyadenylated PCR-based amplification technique; **(d) **SMART amplification; **(e) **Modified SMART amplification. CR, coefficient of repeatability, a measure of the repeatability of hybridizations, with lower values representing similar hybridizations (see text for details of calculation).

**Figure 4:**
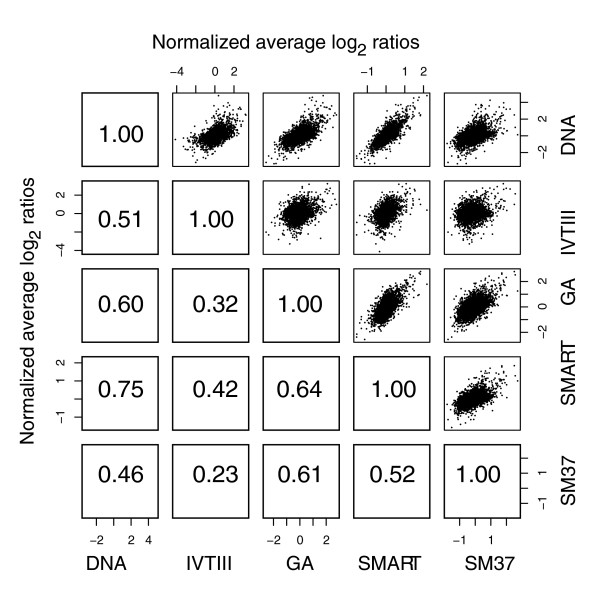
Correlation of data generated by each amplification method with those generated with unamplified cDNA. Matrix of scatterplots showing the relationship between expression ratios comparing the two different cell lines obtained from amplified and unamplified cDNAs generated using each amplification techniques. The *x*- and *y*-axes show virtual *M *values (normalized average log ratios) measured from unamplified or amplified cDNA. Numbers demonstrate Pearson's correlation coefficients for virtual M-values between pairs of each type of hybridizations. DNA, unamplified cDNA; IVTIII, three rounds of linear T7-based amplification; GA, global polyadenylated PCR-based amplification; SMART, SMART PCR-based amplification; SM37, modified SMART PCR-based amplification.

**Figure 5:**
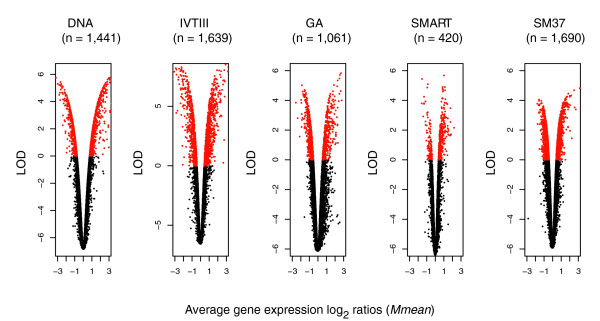
Identification of reproducible, differentially expressed genes from cDNA generated by each amplification method. Volcano plots show LOD for genes across four hybridizations including dye swaps of two different cell samples (OV vs 3T3). Red spots denote differentially expressed genes selected with an empirical Bayesian method with threshold at LOD score zero. The numbers of differentially expressed genes are indicated on each graph (see also Table 2). DNA, unamplified cDNA; IVTIII, three rounds of T7-based amplification; GA, global polyadenylated PCR-based amplification technique; SMART, SMART PCR-based amplification; SM37, modified SMART amplification.

**Figure 6:**
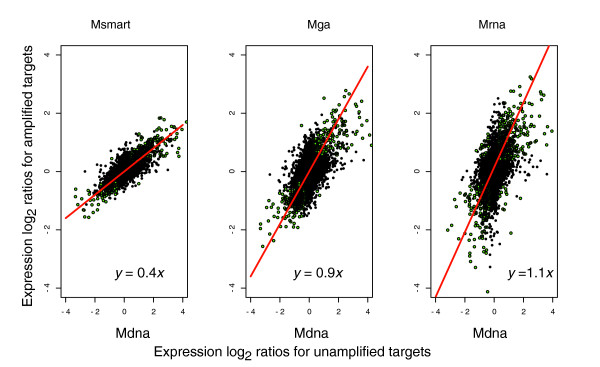
Linear relationships between gene-expression ratios from amplified and unamplified cDNA. SMART-generated cDNA results in systematically reduced expression ratios compared to other methods. Average expression ratios (*M *values) comparing two different cell lines (3T3 vs OV) for unamplified cDNA (Mdna) were plotted against those calculated using cDNA/RNA amplified with each method (Msmart, SMART PCR-based amplification, Mga, global PCR amplification; Mrna, three rounds of T7-based linear isothermal amplification). Green spots indicate differentially expressed genes common to amplified and unamplified samples (see also Table 2). Scatterplot demonstrating the compression effect of SMART amplification: the *M *values of genes for SMART-amplified cDNA are proportionally smaller than those of unamplified cDNA. The compression was found to be linear, fitting the formula *M*_*dna *_= 0.4 *M*_*smart *_(red line). In contrast to SMART, coefficients of linear regression for GA and IVTIII cDNA plotted against unamplified DNA were approximately equal: -0.9 and 1.1, respectively.

**Figure 7:**
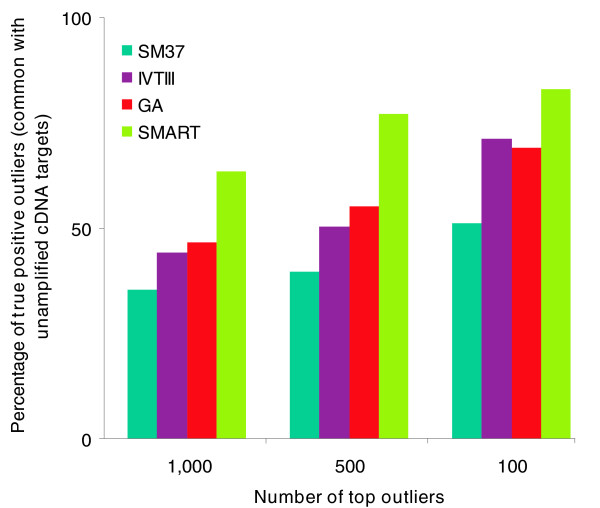
SMART has the highest true-positive rate of differentially expressed genes across a range of empirical thresholds. The outliers for each amplification method were selected for four 3T3 vs OV hybridizations (two replicates and two dye swaps) with cutoff levels as a fixed number of genes with the highest LOD scores: 1,000, 500, and 100. The number of true-positive outliers was calculated by intersecting the set of outliers at each given threshold level for each amplification technique with the set of outliers selected for unamplified targets. The total number of selected outliers for each amplification at a given threshold was designated as 100%. The LOD scores therefore varied depending on cutoff level and type of amplification (see also Table 3). IVTIII, T7-based linear amplification; GA, global polyadenylated PCR amplification; SMART, SMART PCR amplification; SM37, modified SMART amplification.

**Figure 8:**
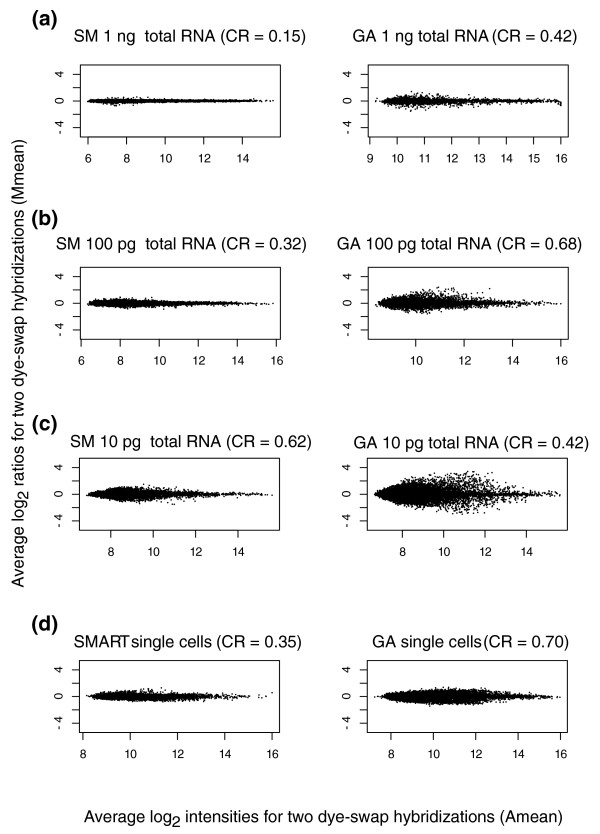
Comparison of expression data generated using each of the PCR-based methods from single-cell equivalents of total RNA and from single neural stem cells. Columns 1 and 2 represent averaged expression data for dye-swap hybridizations of SMART- and GA-amplified technical replicates. Samples of **(a) **1 ng, **(b) **100 pg, and **(c) **10 pg of total RNA were amplified by SMART or by GA in two independent amplifications and replicates were co-hybridized on microarray slides in two dye-swap hybidizations. Total RNA was extracted from a group of 12 cells obtained from developing mouse forebrain (neocortex), mixed together, divided in four equal samples and two samples were independently amplified either by SMART or GA amplification. Technical replicates generated by the same method were co-hybridized on microarray slides in two dye-swap hybridizations. The figures are averaged data for two dye-swap experiments. **(d) **Expression data for single neural stem cells. CR, coefficient of repeatability.

**Table 1:** Average coefficients of repeatability for two targets hybridized on the same array

Sample	Self-self	Replicates	Different targets
DNA	0.260	0.29 ± 0.03	1.00 ± 0.11
	-	(0.16)*	(1.04)*
IVTIII	0.265 ± 0.004	0.64 ± 0.014	1.24 ± 0.12
	(0.163) *	(0.59)*	(1.29)*
GA	0.287	0.80 ± 0.065	1.03 ± 0.21
	-	(0.49)*	(0.96)*
SMART	-	0.42 ± 0.07	0.60 ± 0.13
	-	(0.27)*	(0.49)*
SM37	-	0.87 ± 0.16	0.94 ± 0.11
	-	(0.71)*	(0.88)*

CR = 2SD(log_2_(*R*)/log_2_(*G*). *CR values for averaged microarray data.

**Table 2:** Summary of expression data obtained by different methods of amplification

Sample	IVTIII	GA	SM37	SMART
Number of outliers	1,639	1,061	1,690	420
True positive	633/1639	492/1,061	572/1,690	336/420
False positive	1,006/1,639	569/1,061	1,116/1,690	84/420
False negative	768/1,441*	949/1,441*	869/1,441*	1,021/1,441*
True positive, percentage of selected	38.6%	53.2%	33.8%	80%

*Number of selected outliers for unamplified targets

**Table 3:** The number and percentage of true-positive outliers of the outliers with the highest LOD score for tested amplification techniques

Cutoff level (top number of outliers)	IVTIII		GA		SMART		SM37	
				
	True positive	LOD score	True positive	LOD score	True positive	LOD score	True positive	LOD score
1,000	442 (44.2%)	1.646	464 (46.4%)	0.156	653 (65.3)	-0.717	353 (35.3%)	0.932
500	251 (50.2%)	3.486	275 (57.0%)	1.412	385 (67.0%)	-0.315	198 (39.6%)	1.850
100	71 (71.0%)	6.300	69 (69.0%)	3.245	85 (85%)	2.110	51 (51.0%)	3.235

**Table 4:** Summary of expression data obtained by SMART and GA amplification techniques applied to 10 pg of total RNA from NIH 3T3 fibroblast cells

Sample	CR		Number of outliers	True positive	False positive	False negative	True positive, percentage of selected
						
	Replicates	Different samples					
GA	1.19	1.62	824	324/824	500/824	1,117/1,441*	39.3%
SMART	0.62	0.54	239	169/239	70/239	1,272/1,441*	70.1%

*Number of selected outliers for unamplified targets.

**Table 5:** Number and percentage of true-positive outliers with the highest LOD score for SMART and GA amplification techniques applied to 10 pg of total RNA from NIH 3T3 fibroblast cells

Cutoff level (top number of outliers)	SMART		GA	
		
	True positive	LOD score	True positive	LOD score
1,000	432 (43.2%)	-3.13	324 (32.4%)	-0.45
500	311 (62.20%)	-1.48	281 (56.0%)	0.315
100	81 (81.0%)	1.43	40 (40%)	2.110

How the deposited data were processed for this re-analysis (not part of the article)

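The deposited series holds 56 two-color hybridizations of mouse oligonucleotide arrays. They compare targets of OV, an ovarian surface epithelium cell line, and 3T3, a fibroblast line, that were unamplified or amplified by IVTIII, GA, SMART or SM37, and pools of neural stem cells amplified by GA and SMART. Comparisons are of 3 kinds: a target against itself, technical replicas against each other, and OV against 3T3. Unamplified targets were made from 100 μg of total RNA and amplified targets from 10 ng unless another amount is given. The paper and the labels differ in the number of neural stem cells per pool and in the unit of some amounts, and both SMART arrays titled 1 ng are described as 100 pg. Amounts follow the paper and the titles.

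The deposited values are log2 ratios of both dyes on 1 array, which the authors computed from spot intensities after subtracting the background and normalized within each array by print-tip lowess in limma. They were used as they are. Intensities were not available, so depth as signal over background could not be given, and the reason for missing values is not stated. The number of probes with a value stands in its place: it ranged over arrays of OV against 3T3 from 14198 to 18274 for unamplified cDNA, 5667 to 7728 for IVTIII, 9442 to 16672 for GA, 11030 to 18588 for SMART, 10009 to 12812 for SM37, 2303 to 5137 for SMART at 10 pg and 5965 to 19243 for GA at 10 pg. Of 21997 probes, 231 controls were left out, a choice made after the values were seen. Of the others 16632 have 1 gene symbol, 139 several and 4995 none, and probes of 1 symbol were averaged to 15063 genes.

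Conditions, dyes and hybridization numbers were taken from the labels. Ratios were read as Cy5 over Cy3 and turned to OV over 3T3, or replica 1 over replica 2. The paper gives both directions in different places. Cy5 over Cy3 is the likely one from the text on virtual arrays, and was checked with Xist and Cdkn2a. Unamplified arrays of opposite dye orientation correlated negatively as deposited, so turning was applied. Where a label contradicts itself, the title and the dye named in the description were followed.

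CR is 2 SD of the log2 ratios over probes, per array and for the average of turned arrays. Differential genes were called with limma 3.58.1 in R 4.3.3, with lmFit and eBayes at a prior proportion of 0.01, as probes with an LOD above 0 and a value on all arrays of the comparison. All 4 arrays of a method come from the same 2 RNA pools and hold 2 independent replicates of each by the paper. Limma, the permutation tests and the splits took arrays as independent, except where dye-swap pairs were blocked or averaged. True positives are calls shared with unamplified cDNA, with 95% exact Clopper-Pearson intervals for counting error. Ratios of a method were tested against those of unamplified cDNA in limma, at a Benjamini-Hochberg adjusted p under 0.05, and the other splits of the 8 arrays into 4 and 4 were counted. Values of single arrays were compared between methods by exact two-sided permutation tests. Gene lists written in advance were tested with camera at a preset correlation of 0.01. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and scipy 1.17.1 gave the intervals used to compare percentages between settings.

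Genes named in the text were chosen by a rule: the 10 highest and 10 lowest in OV in unamplified cDNA among those called with 1 sign on all 4 arrays, clone names left out, up to 3 genes in each direction per method that deviate most from unamplified cDNA without overlap of arrays, up to 4 called members of each list, or up to 2 where none was called, and Cdkn2a, Xist and Y-linked genes as checks of direction. Genes named for technical replicates or self-self arrays were chosen after their values were seen.

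Tests were tried on simulated data, drawn for each array with the SD of each probe, with changes of known size at 200 probes. At log2 changes of 0.5 and 1, SMART recovered 38.8% and 88.1% of them with 5 false calls. The test of a difference from unamplified cDNA recovered 38.8% and 89.6% for SMART with 9 false calls, and 2.99% and 49.3% for GA at 10 pg with 13. Drawn array by array, these data do not show how many false calls arise where arrays depend on one another. For GA at 10 pg the estimated correlation within assumed dye-swap pairs was 0.460.

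Alternatives covered the filter on missing values, the threshold and prior of the LOD, robust variance, a dye term, array scaling, dye-swap pairs as blocks or averages, genes in place of probes, the measure of spread, correlation and slope, and leaving out each array. The control probes, the correlation on common probes, the permutation test of the median absolute deviation and the use of the same probes for single and averaged arrays were added after the values were seen. The labels give no dye-swap pairs, which were assumed from the hybridization numbers, and the correlation within these pairs that limma estimated was -0.215 for unamplified cDNA, 0.071 for IVTIII, 0.320 for GA, -0.096 for SMART, 0.144 for SM37, -0.266 for SMART at 10 pg and 0.460 for GA at 10 pg. Outliers of self-self arrays were not tested, since each target had 1 array.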

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

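The 3 tests on GA ratios at 10 pg were chosen after the result was seen, and the others were planned. Results are listed here because 1 array lay far from the other 3 of its group, because a difference between groups was found by a test, or because the data showed a signal that the paper did not analyse. Chance marks about 1 in 20 groups for a distant array: of 109 groups tested 7 had one, and 5.45 would have one by chance.

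Averaged OV to 3T3 ratios were related to those of unamplified cDNA at r = 0.805 across probes for SMART at 10 pg and at r = -0.065 for GA at 10 pg, a relation that the paper did not analyse at this input. For GA at 10 pg, values on the wrong probes are argued against by the probes that have a value, since the number of GA arrays with a value correlated with that of unamplified arrays at 0.545 on the same probes and at no more than 0.081 when probes were shifted. Dye labels turned round would give a strongly negative r where r was -0.065, and independent random sampling of molecules in each amplification would give ratios unrelated between dye-swap pairs where the mean r was 0.507. That last test assumes that the arrays hold 2 independent amplifications of each RNA, with pairs as numbered in the labels. Mislabelled targets and a bias common to both amplifications stay open and were not tested, and no biological explanation was tested, since both methods started from the same cell lines.

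On technical replicate arrays of SMART at 10 ng with opposite dye orientation, turned ratios were negatively correlated across probes (r = -0.202, with -0.234 for GA at 10 ng and -0.310 for SMART at 1 ng), so that ratios went the same way as deposited. A dye effect of each probe shared between targets is argued against as the whole cause, since the lower correlation of the SMART dye effects with that of unamplified cDNA was -0.147. The dye effect of the SMART cell line arrays correlated with that of the SMART replicates at 0.679 and with the GA self-self ratios at 0.568, but with the dye effects of the GA and SM37 cell line arrays at 0.268 and 0.295 and with that of IVTIII at -0.014. A dye effect particular to targets amplified by PCR stays open. No biological explanation was tested, since both channels held OV RNA.

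Ratios differed between amplified and unamplified targets by a test of the difference itself, at 2002 probes for IVTIII, 1276 for GA, 1334 for SMART, 2453 for SM37, 429 for SMART at 10 pg and 1677 for GA at 10 pg. SMART and GA at 10 pg differed from each other at 342 probes. If the arrays are taken as independent, chance in their grouping can be excluded for each of these 7 comparisons, since of 35 splits of the 8 arrays only the real one, 1 of 35, gave as many probes, and the highest other count was 0, or 1 for SMART at 10 pg. By the paper, however, the 4 arrays of a method hold 2 independent replicates, and splits of 2 replicates against 2 are too few for a share under 0.05. Without array 1 of unamplified cDNA the count was 600 for GA, 724 for SMART and 1100 for GA at 10 pg, without array 3 or 4 it was 782 or 816 for GA, and without array 1 of GA at 10 pg it was 3651 for that comparison.

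For the deviations of IVTIII, GA, SMART and SM37 at 10 ng from unamplified cDNA, random error of each amplification is argued against, since deviations in the first and last 2 hybridizations correlated at 0.441 for GA, the lowest, and up to 0.805 for IVTIII. That test assumes that the first and last 2 hybridizations hold separate amplifications, which the labels do not state. If they share amplifications, it cannot decide. One compression factor for all probes of a method is not decided over the 4 methods: after rescaling by the slope the correlation was 0.264 for SMART, the lowest, 0.385 for GA, 0.716 for SM37 and 0.809 for IVTIII. Rescaling left 54 differing probes for SMART, against 1989 for IVTIII, 1210 for GA and 2464 for SM37. A bias of each transcript in amplification stays open and was not tested. No biological explanation was tested, since the methods were applied to RNA of the same cell lines.

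A distant array was found in the following groups of 4. CR of unamplified different targets was 0.840 on 1 array and from 1.05 to 1.07 on the others. The slope of SMART on unamplified cDNA was 0.172 on 1 array and from 0.366 to 0.383 on the others. In unamplified cDNA, log2 ratios of OV over 3T3 on the distant array and the range of the others were 0.71 against 0.46 to 0.50 for Cd79a, 2.88 against 3.80 to 3.88 for Cxadr, 1.84 against 2.88 to 3.08 for Krt7, -1.21 against -0.72 to -0.71 for Rps3a1, and 4.38 against 3.32 to 3.50 for Wt1.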

How the results depend on the processing

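Values below are those that moved by more than the spread between arrays or more than 1.5 times, or changed a call, under planned settings, except where stated. Unless an explanation is given, the cause was not tested. Of 112 alternative counts of called genes, 62 stayed within 1.5 times of the main count, and 64 of 102 true-positive percentages, 62 of 102 counts of true positives, 83 of 102 counts of false negatives, 57 of 102 counts of false positives and 105 of 138 counts of true positives in the top lists stayed close likewise. The same held for 80 of 123 values of CR of averaged arrays, 28 of 57 of single arrays, 43 of 54 correlations, 38 of 54 slopes, 7 of 30 counts between technical replicates and 68 of 83 counts of differing ratios. Of 144 list tests 129 kept their side of the threshold, 8 became weaker, 6 stronger and 1 reversed, and of 581 values of named genes 525 did, 52 became weaker, 1 stronger and 3 reversed. Keeping the control probes, chosen after the data were seen, moved none of the counts of calls by over 1.5 times (983 for IVTIII and 265 for GA at 10 pg).

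The files limit all of these in the following ways. They hold ratios without intensities, so signal over background per array could not be computed, and the reason why a probe lacks a value is not given. Technical replicates have 2 arrays for each amplified target and 1 for unamplified cDNA. Leaving out 1 of 2 arrays leaves no residual degrees of freedom, so that alternative was not run. In simulated data, 52.2% of log2 changes of 0.5 and 89.6% of changes of 1 were called in unamplified cDNA, and 1.49% and 26.9% in GA at 10 pg.

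In the main setting, calls numbered 1963 for unamplified cDNA, 1010 for IVTIII, 529 for GA, 301 for SMART, 1051 for SM37, 115 for SMART at 10 pg and 296 for GA at 10 pg, and differing ratios 2002 for IVTIII, 1276 for GA, 1334 for SMART, 2453 for SM37, 429 for SMART at 10 pg, 1677 for GA at 10 pg and 342 for SMART against GA at 10 pg. Calls between technical replicates numbered 195 for IVTIII, 4 for SMART, 195 for SM37, 79, 148 and 513 for GA at 1 ng, 100 pg and 10 pg, 1 and 208 for SMART at 100 pg and 10 pg, and 368 for GA and 22 for SMART in neural stem cells. At an adjusted p under 0.05 in place of an LOD above 0, calls numbered 5941 for unamplified cDNA, 2551 for IVTIII, 1796 for GA, 585 for SMART, 3311 for SM37, 400 for SMART at 10 pg and 873 for GA at 10 pg. True-positive percentages were then 55.9 for IVTIII, 63.3 for GA, 84.4 for SMART, 49.3 for SM37 and 55.1 for GA at 10 pg. Calls between technical replicates were then 343 for IVTIII, 422 for SM37, 84 for GA at 100 pg, 1242 for GA at 10 pg, 0 for SMART at 100 pg and 582 for SMART at 10 pg, and 1352 for GA and 1 for SMART in neural stem cells. At a prior proportion of 0.05, which raises the LOD of every probe, calls numbered 3544 for unamplified cDNA, 1584 for IVTIII, 1077 for GA, 634 for SMART, 1931 for SM37, 249 for SMART at 10 pg and 667 for GA at 10 pg, with true-positive percentages of 44.1 for IVTIII, 53.1 for GA, 36.1 for SM37 and 39.3 for GA at 10 pg. With the prior variance of the cell line arrays, at an adjusted p under 0.05, calls between technical replicates numbered 92 for IVTIII, 0 for SMART, 71 for SM37, 1208 for SMART at 10 pg and 0 for GA at 10 pg. With an LOD above 0 as the threshold for differing ratios, 789 probes were counted for IVTIII, 382 for GA, 486 for SMART, 830 for SM37, 147 for SMART at 10 pg, 547 for GA at 10 pg and 119 for SMART against GA at 10 pg.

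On the 605 probes common to all methods, which are fewer by construction, calls numbered 158 for unamplified cDNA, 176 for IVTIII, 48 for GA, 46 for SMART, 74 for SM37, 63 for SMART at 10 pg and 35 for GA at 10 pg. True-positive percentages were 39.8 for IVTIII, 75 for GA, 95.7 for SMART, 55.4 for SM37 and 40 for GA at 10 pg. On these probes 145 true positives stood among the top 500 for GA, 156 for SMART and 152 for SMART at 10 pg, and 39 among the top 100 for GA at 10 pg. The correlation with unamplified cDNA on them, an alternative chosen after the data were seen, was 0.774 for GA and 0.685 for SM37. With values on at least 2 arrays it was 0.446 for IVTIII, 0.515 for GA, 0.423 for SM37 and 0.684 for SMART at 10 pg, by Spearman's rho 0.466 for IVTIII and 0.430 for SM37, and over probes called in unamplified cDNA 0.660 for IVTIII, 0.790 for GA and 0.696 for SM37. Counting genes in place of probes gave SM37 a true-positive percentage of 32.3, and requiring the same direction gave GA at 10 pg 12.8. Scaling of the arrays gave 37.5 for IVTIII and 52.7 for GA, and lowered the share of GA calls at 10 pg that were higher in OV from 50.3% to 35.3%.

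Slopes on unamplified cDNA were 1.27 for IVTIII, 0.767 for GA, 0.668 for SM37 and -15.3 for GA at 10 pg by Deming regression, where the last follows from a correlation near 0. By reduced major axis they were 1.13 for IVTIII, 0.851 for GA, 0.456 for SMART, 0.827 for SM37, 0.428 for SMART at 10 pg and -1.61 for GA at 10 pg. On probes called in both targets they were 0.860 for IVTIII, 0.704 for GA, 0.612 for SM37, 0.428 for SMART at 10 pg and -0.298 for GA at 10 pg, and on probes called in unamplified cDNA 0.359 for SM37. With compression removed, 54 probes differed from unamplified cDNA for SMART and 122 for SMART at 10 pg.

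Top lists held other numbers of true positives when unamplified calls were taken at an adjusted p under 0.05, a longer list by construction. They were 359 of the top 500 and 657 of the top 1000 for IVTIII, 387 and 690 for GA, 315 and 579 for SM37 with 76 of its top 100, 391 and 637 for SMART at 10 pg, and 292 and 546 for GA at 10 pg with 59 of its top 100. Against the unamplified top list of the same length, a shorter list, the top 100, 500 and 1000 held 10, 75 and 211 for IVTIII, 15, 105 and 249 for GA, 6, 61 and 171 for SM37, 16, 104 and 210 for SMART at 10 pg, and 1, 51 and 138 for GA at 10 pg. For SMART the top 100 and 500 held 30 and 195.

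CR of averaged arrays without turning the dye swaps, which cancels ratios of opposite dye orientation, was 0.247 for unamplified cDNA, 0.257 for IVTIII, 0.253 for GA, 0.287 for SMART, 0.234 for SM37, 0.212 for SMART at 10 pg and 0.426 for GA at 10 pg in different targets. In technical replicates it was 0.303 for IVTIII, 0.626 for GA, 0.374 for SM37, 0.197 and 0.348 for SMART at 1 ng and 10 pg, 0.278, 0.365 and 0.428 for GA at 1 ng, 100 pg and 10 pg, and 0.355 for GA in neural stem cells. With a median absolute deviation it was 0.639 for unamplified cDNA, 0.973 for IVTIII, 0.331 for SMART, 0.411 for SMART at 10 pg and 1.07 for GA at 10 pg in different targets. In technical replicates that measure was 0.313 for IVTIII, 0.347 for GA, 0.608 for SM37, 0.128 and 0.513 for SMART at 1 ng and 10 pg, 0.314, 0.448 and 0.691 for GA at 1 ng, 100 pg and 10 pg, and 0.583 for GA and 0.284 for SMART in neural stem cells. On the 111 probes with a value on every array of the series, CR in different targets was 1.59 for IVTIII, 0.639 for SMART, 1.04 for SM37 and 0.511 for SMART at 10 pg. In technical replicates on these probes it was 0.325 for IVTIII, 0.625 for SM37, 0.107 and 0.474 for SMART at 1 ng and 10 pg, and 0.568 for GA and 0.421 for SMART in neural stem cells. Calls between technical replicates on them, fewer by construction, numbered 1 for IVTIII, 0 for SMART, 10 for SM37, 0 and 3 for SMART at 100 pg and 10 pg, 10, 8 and 11 for GA at 1 ng, 100 pg and 10 pg, and 1 for GA and 0 for SMART in neural stem cells. By the median absolute deviation GA and SM37, at 0.793 and 0.782, lay above unamplified cDNA in different targets, where by the SD they lay below it. For single arrays, in a test added after the data were seen, the exact permutation p of SMART against unamplified cDNA was then 0.143, in place of 0.0286. With 1.96 in place of 2, CR of SM37 replicates was 0.708.

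Of 112 shares of calls that were higher in OV, 102 stayed within 10 percentage points of the main share. The share of GA, 28.0%, was 50% on common probes, 39.1% at an adjusted p under 0.05, 45.4% with dye-swap pairs averaged and 41.6% with the other pairing. That of SM37, 41.9%, was 25.7% on common probes and 30.1% with genes in place of probes, and that of SMART, 71.1%, was 59.5% with the other pairing, 58.1% without array 1 and 82.6% without array 4. False positives in the main setting numbered 668 for IVTIII, 280 for GA, 763 for SM37, 68 for SMART, 208 for GA at 10 pg and 30 for SMART at 10 pg. With dye-swap pairs averaged they numbered 408 for IVTIII, 45 for GA, 342 for SM37 and 153 for SMART, so that GA had fewer than SMART, and with a dye term 145 for GA, 106 for SMART and 46 for SMART at 10 pg. Without each array in turn they ranged from 100 to 202 for GA, 16 to 154 for SMART and 70 to 215 for GA at 10 pg.

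The labels do not state which hybridizations form a dye-swap pair, so pairs were assumed from the numbers in them. With a replicate block of dye-swap pairs, true-positive percentages were 40.1 for IVTIII, 58.7 for GA and 32.6 for SM37, and GA at 10 pg had 159 calls, while no other count of calls moved by over 1.5 times. With the pairs averaged, which leaves 2 values per probe, calls numbered 610 for IVTIII, 141 for GA, 489 for SMART, 474 for SM37, 76 for SMART at 10 pg and 176 for GA at 10 pg, with true-positive percentages of 68.1 for GA, 68.7 for SMART and 19.9 for GA at 10 pg. With the other pairing averaged, calls numbered 2192 for IVTIII, 1148 for GA, 1079 for SMART, 2444 for SM37, 262 for SMART at 10 pg and 962 for GA at 10 pg, with true-positive percentages of 25.6 for IVTIII, 39.2 for GA, 59.0 for SMART, 23.2 for SM37, 64.5 for SMART at 10 pg and 22.3 for GA at 10 pg. A dye term gave 302 calls for GA, with a true-positive percentage of 52.0, and 196 for GA at 10 pg. SMART then had more calls than GA, with a true-positive percentage of 73.4.

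With an estimated correlation in camera, the adjusted p was 0.356 for the lists of epithelial junctions and keratins, ovarian surface epithelium and mesothelium, cell cycle, chemokines and inflammation, cholesterol synthesis and histones, and 0.489 for ribosomal proteins, so that no list was called. Fry, which does not compare a list with other genes, gave an adjusted p of 0.000707 for fibroblast and extracellular matrix, 0.00293 for smooth muscle, for glycolysis and for neural progenitors, 0.0297 for interferon and 0.0142 for imprinted genes.

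Leaving out each array in turn, which lowers the number of arrays, gave 969 to 2162 calls in unamplified cDNA, 663 to 872 in IVTIII, 254 to 422 in GA, 95 to 489 in SMART, 71 to 84 in SMART at 10 pg and 100 to 290 in GA at 10 pg. True-positive percentages ranged from 34.6 to 39.4 in IVTIII, 52.1 to 60.6 in GA and 68.5 to 83.2 in SMART. CR of SMART at 10 pg in different targets ranged from 0.572 to 0.629. Differing ratios numbered 600 to 1415 for GA, 724 to 1703 for SMART and 1100 to 3651 for GA at 10 pg. The adjusted p of ribosomal proteins ranged from 0.0153 to 0.0866, the latter without array 3. That of the immune list ranged from 0.763 to 0.978, with the direction reversed at 0.978 without array 3. Unamplified log2 ratios near 0 changed sign, from -0.031 to 0.088 for Hnrnpdl and from -0.065 to 0.032 for Kdm5d.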

Differences from the paper's values

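Of 116 values that the paper states for a measure computed here, 39 differed by the limits set for this comparison, which were a ratio of over 1.5 beyond the spread, or for signed values a difference beyond the spread. Alternatives named below were set before the data were examined, and those not named as reaching the paper's value did not reach it. Counts use the paper's LOD threshold of 0. The P value of 0.01 that the paper states with it was read as the prior proportion of differential genes. The paper does not state a filter on missing values.

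The number of differential genes was 1010 for IVTIII (paper's value 1639), 529 for GA (paper's 1061), 1051 for SM37 (paper's 1690), 296 for GA at 10 pg (paper's 824) and 115 for SMART at 10 pg (paper's 239). At a prior proportion of 0.05 the counts no longer differed, at 1584, 1077, 1931, 667 and 249 in this order, nor did they with the other pairing of dye swaps averaged, at 2192, 1148, 2444, 962 and 262. With values on at least 2 arrays the counts no longer differed for IVTIII (1218), GA (737) and SM37 (1337), with scaled arrays for SM37 (1158), with a replicate block for SMART at 10 pg (162), and at an adjusted p under 0.05 for GA at 10 pg (873). Counts still differed on probes common to all methods, with robust variance, with a dye term, with dye-swap pairs averaged as numbered, with genes in place of probes and without any 1 array.

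True positives numbered 342 for IVTIII (paper's 633), 249 for GA (paper's 492), 288 for SM37 (paper's 572), 88 for GA at 10 pg (paper's 324) and 85 for SMART at 10 pg (paper's 169). At a prior proportion of 0.05 they no longer differed, at 698, 572, 697, 262 and 188. With values on at least 2 arrays they did not for IVTIII (425), GA (328), SM37 (399) and SMART at 10 pg (113), with the other pairing averaged for IVTIII (561), GA (450), SM37 (568) and SMART at 10 pg (169), with a replicate block for SMART at 10 pg (117), and at an adjusted p under 0.05 for GA at 10 pg (481). They still differed under all other alternatives. False positives numbered 668 for IVTIII (paper's 1006), 280 for GA (paper's 569), 208 for GA at 10 pg (paper's 500) and 30 for SMART at 10 pg (paper's 70). At a prior proportion of 0.05 they no longer differed, at 886, 505, 405 and 61, nor did they at an adjusted p under 0.05, at 1125, 659, 392 and 74. With values on at least 2 arrays they did not for IVTIII (793) and GA (409), with the other pairing averaged for GA (698), GA at 10 pg (747) and SMART at 10 pg (93), and with the same direction required for IVTIII (688). They still differed under all other alternatives. The lowest ratio of false positives to those of SMART among IVTIII, GA and SM37 was 4.12, for GA, where the lower end of the paper's range is 7. It no longer differed with values on at least 2 arrays (5.18), on common probes (6) and at an adjusted p under 0.05 (7.24), and it still did under all other alternatives, with 0.294 when dye-swap pairs were averaged. Leaving out an array was not tried for this ratio.

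False negatives numbered 1621 for IVTIII (paper's 768), 1714 for GA (paper's 949), 1675 for SM37 (paper's 869), 1730 for SMART (paper's 1021) and 1875 for GA at 10 pg (paper's 1117). They no longer differed with dye-swap pairs averaged for GA (1393), SMART (1153) and GA at 10 pg (1454), with the other pairing averaged for SMART (1486), and with genes in place of probes for SMART (1437) and GA at 10 pg (1567). For IVTIII and SM37 they differed under every alternative. Probes called in unamplified cDNA that have no value on all 4 amplified arrays are counted here as false negatives. The number of calls in unamplified cDNA was 1963 where the paper has 1441, which is within the limits.

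LOD at rank 1000 was 0.031 for IVTIII (paper's 1.646), -1.71 for GA (paper's 0.156), -2.94 for SMART (paper's -0.717), 0.14 for SM37 (paper's 0.932), -7.08 for SMART at 10 pg (paper's -3.13) and -2.96 for GA at 10 pg (paper's -0.45). At rank 500 it was 0.16 for GA (paper's 1.412), -1.31 for SMART (paper's -0.315), -4.86 for SMART at 10 pg (paper's -1.48) and -1.29 for GA at 10 pg (paper's 0.315). At rank 100 it was 4.98 for SM37 (paper's 3.235) and 0.51 for SMART at 10 pg (paper's 1.43). No alternatives were run for LOD.

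True positives among the top 500 for GA at 10 pg were 136 (paper's 281), and 292 with unamplified calls at an adjusted p under 0.05, while they still differed when ranked by ratio, against the unamplified top list, on common probes and without any 1 array. Among the top 100 they were 25 (paper's 40), and no longer differed with unamplified calls at an adjusted p under 0.05 (59), on common probes (39) and without array 1 (29), 3 (28) or 4 (30), while they did when ranked by ratio (25), against the unamplified top list (1) and without array 2 (18).

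The correlation of SM37 with unamplified cDNA was 0.462 (paper's 0.43), with 0.430 by Spearman's rho, 0.423 with values on at least 2 arrays, and 0.443 or 0.444 without array 1 or 2 no longer differing. It still differed over probes called in unamplified cDNA (0.696), with scaled arrays (0.464) and without array 3 (0.463) or 4 (0.461). The paper prints its correlations as r², that of SMART in the discussion, and its values lie near the r computed here, whose squares are 0.565 for SMART, 0.364 for GA, 0.258 for IVTIII and 0.213 for SM37. The slope on unamplified cDNA was 0.575 for IVTIII (paper's 1.1) and 0.514 for GA (paper's 0.9, printed as -0.9 and read as positive, since the caption calls both coefficients approximately equal). It no longer differed by Deming regression (1.27 and 0.767), by reduced major axis (1.13 and 0.851) or on probes called in both targets (0.860 and 0.704), and it did on probes called in unamplified cDNA (0.551 and 0.506), with a line through the origin (0.576 and 0.511) and without any 1 array.

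CR of GA replicates at 10 pg was 1.20 where the panel of Fig. 8c prints about 0.42, read by eye. It was 0.428 with the dye swaps not turned and 0.691 with a median absolute deviation, which no longer differed, and 1.18 with 1.96 in place of 2, 1.10 on probes with a value on every array and 1.20 with arrays centred, which did. The value that the paper's Table 4 gives for these replicates, 1.19, does not differ from it. Between SMART replicates 4 probes were called (paper's 0), and 0 were called on probes with a value on every array. At an adjusted p under 0.05 in place of an LOD above 0, 6 were called, and 0 when the prior variance was also taken from the cell line arrays.

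Some printed values in the paper's tables differ from those that its printed counts give. In Table 2 these are 46.4% true positives for GA where 53.2% is printed, 808 false negatives for IVTIII where 768 is printed, 1105 for SMART where 1021 is printed, and 1118 false positives for SM37 where 1116 is printed. In Table 3 the counts for the top 500 give 55% for GA where 57.0% is printed and 77% for SMART where 67.0% is printed. In Table 4 they give 70.7% for SMART at 10 pg where 70.1% is printed, and in Table 5 56.2% for GA at 10 pg where 56.0% is printed.

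Some statements of the paper go against the values here. It ranks IVTIII highest by LOD, which holds at rank 100 and 500, while at rank 1000 SM37 had 0.14 and IVTIII 0.031. It states that every amplification method other than SMART gave false calls between replicates, while GA at 10 ng gave 0 and SMART 4. These counts also depend on the variance that limma fitted to each method, so they do not rank GA and SMART by error. By contrast, its ranking of SMART above GA in the top lists at 10 pg holds here, with 250 against 136 of the top 500.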

Other observations

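Tests of gene lists were planned, and the comparisons of GA at 10 pg and of array pairs in the last paragraph were chosen after the results were seen. Further gene groups in unamplified cDNA differed between OV and 3T3 in part of their members. Of 59 genes of fibroblasts and extracellular matrix, 22 were higher in OV and 13 were lower (27 and 21 adjusted over the list alone), with a camera adjusted p of 0.184 over 16 lists. Imprinted genes were higher for 3 of 21 and lower for 2 (8 and 6 adjusted over the list alone; adjusted p = 0.723), with Sgce, a sarcoglycan gene, at 1.54 ± 0.34 (SD, n = 4 arrays) and Dlk1, a Notch pathway ligand, at -2.50 ± 0.70. Histone genes were lower for 4 of 10 and higher for none (1 higher and 7 lower adjusted over the list alone), with H3c7 at -1.70 ± 0.29 and H2az1 at -0.79 ± 0.13. The list had a camera adjusted p of 0.0165, and the adjusted p was 0.356 with an estimated correlation. Of 58 ribosomal protein genes 6 were lower and 1 was higher (24 and 8 adjusted over the list alone), with Rps23 at -1.17 ± 0.19 and a camera adjusted p of 0.0306. The adjusted p was 0.489 with an estimated correlation and 0.0866 without array 3. Glycolysis genes were lower for 3 of 18 and higher for 1 (10 and 3 adjusted over the list alone; adjusted p = 0.184), with Ldha, a lactate dehydrogenase subunit, at -0.86 ± 0.16.

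Interferon and antigen presentation genes were higher for 2 of 38 and lower for 3 (15 and 7 adjusted over the list alone; adjusted p = 0.346). Genes of neural progenitors and neurons were higher for 2 of 27 and lower for 2 (2 and 8 adjusted over the list alone; adjusted p = 0.326), with the Notch target Hes1 at 1.26 ± 0.23 and the adhesion gene Ncam1 at 0.89 ± 0.17. Immune cell markers, included because these cultures should hold no immune cells, were higher for 1 of 18 and lower for none (1 and 0 adjusted over the list alone; adjusted p = 0.886), where the median of -0.01 and the direction of the test differ. The sex-linked list had 2 of 6 genes higher and 1 lower (2 and 1 adjusted over the list alone; adjusted p = 0.346). In SMART, ribosomal protein genes had a camera adjusted p of 0.000216 and cholesterol synthesis genes 1.55e-05, and the adjusted p was 0.543 and 0.425 with an estimated correlation. In SM37 histone genes had 0.0289, and 0.509 with an estimated correlation, and in GA cholesterol synthesis genes had 0.0134, and 0.352 with an estimated correlation.

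Averaged GA ratios at 10 pg were also set beside those of the other comparisons of the series, self-self arrays left out. The correlation across probes ranged from -0.109, with SM37 different targets, to 0.151, with the technical replicates of GA at 10 pg. Between arrays of 1 method, the mean correlation within dye-swap pairs as numbered and between them was 0.847 and 0.838 for unamplified cDNA, 0.780 and 0.501 for GA, 0.449 and 0.417 for SMART, 0.808 and 0.679 for SM37, and 0.591 and 0.698 for SMART at 10 pg. The lowest correlation between 2 SMART arrays was -0.093.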
